# Revealing the Increased Stress Response Behavior through Transcriptomic Analysis of Adult Zebrafish Brain after Chronic Low to Moderate Dose Rates of Ionizing Radiation

**DOI:** 10.3390/cancers14153793

**Published:** 2022-08-04

**Authors:** Elsa Cantabella, Virginie Camilleri, Isabelle Cavalie, Nicolas Dubourg, Béatrice Gagnaire, Thierry D. Charlier, Christelle Adam-Guillermin, Xavier Cousin, Oliver Armant

**Keywords:** gamma irradiation, teleost, anxiety-like behavior, sociability, neurotransmitter system, neurohormone

## Abstract

**Simple Summary:**

The increasing use of radiopharmaceuticals for medical diagnostics and radiotherapy raises concerns regarding health risks for both humans and the environment. Additionally, in the context of major nuclear accidents like in Chernobyl and Fukushima, very little is known about the effects of chronic exposure to low and moderate dose rates of ionizing radiation (IR). Many studies demonstrated the sensibility of the developmental brain, but little data exists for IR at low dose rates and their impact on adults. In this study, we characterized the molecular mechanisms that orchestrate stress behavior caused by chronic exposure to low to moderate dose rates of IR using the adult zebrafish model. We observed the establishment of a congruent stress response at both the molecular and individual levels.

**Abstract:**

High levels of ionizing radiation (IR) are known to induce neurogenesis defects with harmful consequences on brain morphogenesis and cognitive functions, but the effects of chronic low to moderate dose rates of IR remain largely unknown. In this study, we aim at defining the main molecular pathways impacted by IR and how these effects can translate to higher organizational levels such as behavior. Adult zebrafish were exposed to gamma radiation for 36 days at 0.05 mGy/h, 0.5 mGy/h and 5 mGy/h. RNA sequencing was performed on the telencephalon and completed by RNA in situ hybridization that confirmed the upregulation of oxytocin and cone rod homeobox in the parvocellular preoptic nucleus. A dose rate-dependent increase in differentially expressed genes (DEG) was observed with 27 DEG at 0.05 mGy/h, 200 DEG at 0.5 mGy/h and 530 DEG at 5 mGy/h. Genes involved in neurotransmission, neurohormones and hypothalamic-pituitary-interrenal axis functions were specifically affected, strongly suggesting their involvement in the stress response behavior observed after exposure to dose rates superior or equal to 0.5 mGy/h. At the individual scale, hypolocomotion, increased freezing and social stress were detected. Together, these data highlight the intricate interaction between neurohormones (and particularly oxytocin), neurotransmission and neurogenesis in response to chronic exposure to IR and the establishment of anxiety-like behavior.

## 1. Introduction

Ionizing radiation (IR) causes oxidative stress and genotoxic damages that can interfere with cellular activity and, directly or indirectly, with biological functions. Among their deleterious effects, cancer was originally found to be one of the main risks associated with exposure to IR [1,2,3]. In addition, epidemiological data on Japanese atomic bomb survivors (Hiroshima and Nagasaki in 1945) also demonstrated an elevated risk of developmental neurological disorders, especially microcephaly, in the prenatally exposed population [4]. Similar observations were taken in wild species exposed to IR due to nuclear power plant (NPP) accidents. After Chernobyl (1986) or Fukushima Daiichi (2011), yearling birds and *macaca fuscata* fetuses from contaminated areas displayed decreased brain size [5,6]. However, the majority of the studies described in the literature covers high and acute dose rates of IR (>6 mGy/h, [7]), and the biological effects of low dose rate radiation remains a subject of broad societal and scientific questioning and concern [8]. The impact of chronic exposure to low to moderate dose rates of IR on adult brain functions remains largely unknown and their impact on behavior and reproduction or survival is currently little studied [9].

Brain development is particularly sensitive to IR and other stressors (infections, ischemia, toxicants) [10,11]. Prenatal exposure in rodents to high doses of IR (more than 1 Gy) or X-rays reduces the number of neurons [12,13], decreases the complexity of dendritic arborization [14] as well as the number of neuronal progenitors after adults’ exposure [15] and can finally result into behavioral and memory defects [16,17]. In addition, recent work in humans demonstrates that IR can also alter brain homeostasis and function. Indeed, prenatal exposure to IR was suggested to impact cognitive functions with reduced school test results, lower verbal IQ or lower logical reasoning in adolescents [18,19,20]. However, the impact of IR is not restricted to the development period and was also proposed in adults with a decline in the accuracy and efficiency of cognitive performance [21,22]. Moreover, the effects of IR on adult neural stem cells or proliferating neural precursor cells were also demonstrated in the subventricular zone and the hippocampus of rodents [23,24,25,26,27,28]. In the context of chronic exposure to low dose rates of IR, fewer data exist on the effects on the central nervous system. For instance, an elevated risk of Parkinson’s disease was observed in a cohort of nuclear Russian workers which was strongly suggested to be linked with chronic exposure to external γ-rays and neutrons [29]. Moreover, studies in mice demonstrated that exposure to a much lower dose (0.1 Gy) could lead to the downregulation of neurotransmitters and genes with functions in synapses and neuron projections [30,31]. These results support the notion that the cellular response to chronic low dose and high dose and dose rates are different and further describe the emerging evidence of the neurological effects of exposure to radiation at dose rates much lower than previously thought in humans [29,32,33,34].

Stress response and anxiety-like behaviors are commonly quantified to assess the effects of toxicants on brain function [35,36]. In response to environmental stress, the adrenocorticotropic hormone (ACTH) is released by the pituitary gland and acts on the adrenal gland to stimulate the synthesis and secretion of glucocorticoids, which will in turn orchestrate the stress response via cortisol release [37]. This neuroendocrine system, denominated as the hypothalamic–pituitary–adrenal (HPA) axis, is conserved in mammals and fish (given that the interrenal organ in teleost is the homologue of the adrenal gland) and controls the stress response. The peripheral stress response induced by ACTH is controlled centrally by the release of the corticotropin release factor (CRF). In addition, other hypothalamic neurohormones such as oxytocin or arginine vasopressin also play a role in the regulation of the stress response. Indeed, the ablation of oxytocin expression in knockout mice induced anxiety-like behavior and increased the corticosterone level in the blood after the psychogenic stressor [38]. Additionally, stress elicited by forced swimming induced oxytocin release in the hypothalamus and peripheral circulation in rodents [39], which thus demonstrated an intricate interaction between oxytocin and the stress system. Moreover, in rodents, oxytocin can interact with the dopaminergic system or the serotoninergic system to influence a social response and to regulate anxiolytic effects, especially via the 5-HT1A and 5-HT2A/C receptors [40,41,42,43,44,45,46,47]. In zebrafish, somas of oxytocin neurons are found in the parvocellular preoptic nucleus corresponding to the paraventricular nucleus of the hypothalamus in rodents and in the periventricular nucleus of the posterior tuberculum [48,49,50]. As in mammals, oxytocin was also demonstrated to play a role in sociability in the zebrafish, notably in the development and maintenance of social behavior through oxytocin receptors (oxtr and oxtrl) [49,51]. Consequently, modifications in behavior could impact foraging and predator avoidance and interfere with reproduction.

With its simple cortical organization and an abundant constitutive neurogenesis, the zebrafish model, *Danio rerio*, is of great interest to study molecular mechanisms and behavior [52,53]. Moreover, this model accommodates easily to laboratory conditions and demonstrates a high degree of sociability thus making zebrafish a robust model for neuroscience research.

In this study, we aimed at characterizing the effects of IR impact on stress and behavior using adult zebrafish as a model system. The fish were exposed to dose rates of 0.05 mGy/h, 0.5 mGy/h and 5 mGy/h for 36 days. Those exposure levels correspond to the domain of the low dose rates (<6 mGy/h, [7]), are near the reference value for ecosystem radioprotection (0.010 mGy/h) [54] and are in the range of the dose rates estimated after the Chernobyl accident (0.4 mGy/h) [55]. A multiscale approach was used to evaluate the effects on adult behavior, with emphasis on sociability, stress and locomotion. The molecular effects of chronic exposure to IR on the brain were assessed through a transcriptomic approach, completed by the study of spatial changes in gene expression of *oxytocin* and *cone rod homeobox* by RNA in situ hybridization.

## 2. Materials and Methods

### 2.1. Zebrafish Maintenance and Irradiation

Adult zebrafish were maintained at the Institut de Radioprotection et de Sûreté Nucléaire facilities in accordance with French and European regulations on the protection of animals used for scientific purposes (EC Directive 2010/63/EU and French Decret 2013–118). All experiments were approved by the ethical comity (C2EA, IRSN, Fontenay-aux-Roses, France) and the French Ministry of Research under the reference APAFIS#11488. Six- to nine-month-old wildtype zebrafish of the AB strain were provided by Amagen (Gif-sur-Yvette, France) and Sorbonne Paris University (Institut de Biologie Paris Seine, Paris, France). Constant conditions were preserved for fish maintenance: 27  ±  1 °C, 350–450 µS/cm, pH 7.5 and 12/12 h dark-light cycles, in the ZebTEC system (Techniplast, Décines-Charpieu, France). The fish were fed three times a day with Gemma Micro 600. Any mortality was noted, the homogeneity of the fish’s weight and length were verified after behavior experiments, and no difference was observed in any condition or between males and females (data not shown). The fish were chronically exposed for 36 days to gamma irradiation by a ^137^Cs source in the MICADO experimental irradiation facility (IRSN, Cadarache, Saint-Paul-lez-Durance, France), except for a duration of one hour five times a week without irradiation to visually verify the fish’s health. Three dose rates were employed: 0.05 mGy/h, 0.5 mGy/h and 5 mGy/h. To confirm the dose rates of exposure, we used operational dosimetry with radio-photoluminescent dosimeters (RPL, GD-301 type, Chiyoda Technol Corporation Japan, Tokyo, Japan), and the effective dose rates were estimated by MCNPX v2.70 (Supplementary Materials, Table S1).

### 2.2. Behavioral Analysis

#### 2.2.1. Novel Tank and Social Preference Tests

The Novel Tank Test (NTT) was used for the assessment of the stress behavior and locomotor profiles of adult zebrafish. Single fish (*n* = 20 females and males per condition) were placed for 6 min in a tank (27.9 × 7.1 × 15.2 cm) filled with water (13.5 cm deep). Videos were recorded from the side using a Basler acA1300–60 gm camera fitted with an infrared filter detection (Infrarot 850, Heliopan, Noldus Information Technology, Wageningen, Holland) and a bespoke infrared spotlight platform to avoid shadows and artefacts. To study the locomotion, we measured the total distance travelled. For behavioral parameters related to stress, we designed an arena in Ethovision XT14 that separated the tank into top and bottom zones of equal dimensions and measured the following parameters: time spent and number of entries in top zone, latency to first entry to the top zone and immobility time. Mobility was defined as the degree of the displacement of the zebrafish’s body independent of spatial movement of the center body point [56].

The social preference test was performed as previously described in order to assess how the fish interacts towards a social stimuli [57,58]. One minute after the end of the NTT, this trial was performed for a total of 5 min using the same tank as for the NTT to avoid stress, except that a new compartment of 15 × 7.1 × 15.2 cm with four stimulus fish (two females, two males) was located on one side of the central arena. We divided the central arena that includes the test fish into two equal parts (non-social and social zones). An additional zone measuring half the body length of the fish (Z1) was included in the social zone close to stimulus fish (Figure 2. The size of that zone was chosen so the fish swimming in Z1 presented a social and non-aggressive behavior. Locomotion and stress were measured by the following parameters: total distance travelled and immobility time. Sociability parameters were assessed by measuring: the time spent and number of entries in the social zone and time spent in Z1 (Figure 2). For both assays, the zebrafish were transported to the behavioral testing room the evening before testing and acclimated for 15 h. Ethovision 14XT (Noldus) was used for tracking and analysis.

#### 2.2.2. Shoaling Test

Group social behavior was analyzed by using the shoaling test [59] in an opaque plastic tank of 61 cm diameter filled with 5 cm of water depth. The zebrafish were transported to the behavioral testing room the evening before testing and acclimated for 15 h. Groups of eight familiar fish (four females, four males) were placed at the same time in the middle of the tank, left to acclimate for 5 min and filmed from above for 10 min with the same setup as the test used for NTT. This experimental setting was modified from Pham and colleagues and Gutiérrez and colleagues [48,60]. The analysis was formed on four different shoals per condition. Ethovision 16XT (Noldus) was used for tracking and measuring locomotion (total distance travelled), stress (immobility time) and inter-individual distances. A custom code for EthoVision XT 16 written in JavaScript, kindly provided by Fabrizio Grieco and Egon Schrasser, was employed for the nearest neighbor distances.

### 2.3. Acetylcholinesterase Activity

To avoid any neuronal modification that could be caused by anesthetic, the fish were euthanized by hypothermic shock on ice (2–4 °C) in agreement with the ethical comity and any opposition from the French Ministry of Research under the reference APAFIS#11488. Their heads were sectioned in the frontal plane and the brain and muscles were dissected under binoculars. The organs (*n* = 15–17 females and males per condition) were homogenized in a homogenization buffer (Phosphate buffer, Glycerol 20% *v*/*v*, PMSF 0.2 mM) using a bead crusher (Precellys Evolution, Bertin Technologies, Montigny-le-Bretonneux, France) maintained at 4 °C during homogenization, at 5000 rpm and for two cycles of 20 sec. We used the Bradford method for protein assay to determine the total protein concentration in each sample. The measure of acetylcholinesterase (AChE) activity was performed in 96-well plates as follows. We added 200 µL of Phosphate buffer, 4 µg of protein sample in duplicates or AChE standard and 20 µL of dithiobisnitrobenzoate (0.2 mM final concentration) (DTNB D218200, Sigma, Setagaya City, Japan) before incubation for 10 min at 25 °C. Then, 10 µL of Acetylthiocholine iodide (2 mM final concentration) (ATCi A5751, Sigma) were added. The hydrolysis of acetylthiocholine was monitored by the formation of the thiolate dianion of DTNB, and the absorbance was read at 412 nm for 3 min at 30 s intervals, as previously described [61]. The AChE activity was expressed as U/mg defined by the number of enzyme units (amount of enzyme that catalyzes the reaction of 1 nmol of substrate per minute) per ml divided by the concentration of protein in mg/mL.

### 2.4. Library Preparation and RNA Sequencing

The fish were euthanized by hypothermic shock on ice (2–4 °C), their heads sectioned in the frontal plane, and the brain was dissected under binoculars. Each sample consisted of three to four dissected telencephalons formed in four to six replicates, keeping an equilibrated number of males and females per condition. The brains were homogenized in 200 µL of Trizol (Life Technologies, Carlsbad, CA, USA) using beads homogenizer (Precellys Evolution, Bertin Technologies) with two cycles of 30 s each. Total RNA extraction was performed following manufacturer instructions with an additional chloroform extraction before isopropanol precipitation. RNA integrity (RIN), quality and concentration were assessed using RNA Nano Chips (Bioanalyzer 2100, Agilent, Santa Clara, CA, USA). All samples had a RIN > 8. Sequencing libraries were generated from 1 µg of the total RNA following the TruSeq mRNA stranded protocol (Illumina, San Diego, CA, USA). After a quality check and concentration determination on DNA1000 Chips (Bioanalyzer 2100, Agilent, Les Ulis, France), the libraries were run on a HiSeq4000 platform to produce 50 bases long paired-end reads (GenomeEast, IGBMC, Illkirch, France).

### 2.5. Analysis of Transcriptomics Data

Between 72 and 136 Million of good-quality reads (Q > 30) were produced for each sample and analyzed as described before [62]. Briefly, the reads quality was assessed with an in-house pipeline to determine quality over read length, duplication rates, insert size, adaptors contamination, nucleotide composition and mapping rates against the reference genome (*RNA-STAR* with GRCz11 and known exon–exon junctions from Ensembl release 98). Normalization and differential expression analysis were performed with *DESeq2 v1.30.1*. Biological reproducibility was assessed by the hierarchical clustering of the variance stabilized expression data (rlog) obtained from *DESeq2* with Pearson’s correlation and complete linkage method. Genes with |fold change| ≥ 1.5 and *p*-value corrected for multiple testing, fdr < 0.05 (false discovery rate [63]) were considered as differentially expressed in all analysis. Afterwards, functional enrichments was performed using Gene ontology (GO) with R package *clusterProfiler* using zebrafish genes and human orthologues retrieved by Ensembl biomart (as published before, [64,65,66]) as gene annotation is more abundant in this species. The significance was considered when fdr from Fisher’s exact test was <0.05. For the volcano-plot of differentially expressed genes (DEG) of neurohormones and neurotransmitters, the following GO terms were used to select genes with the R package *biomaRt* [64] (Supplementary Materials, Table S2). The resulting list of genes was then manually curated to verify gene function.

### 2.6. RNA In Situ Hybridization on Adult Brain Sections

Antisense RNA probes labelled with digoxigenin (DIG) for *oxt* and *crx* were generated from adult zebrafish brains as follows. Total RNA extraction was performed using TRIzol/chloroform extraction (Life Technologies), with a supplementary chloroform extraction step before performing the isopropyl alcohol precipitation of the nucleic acids. We performed the reverse transcription using SuperScript III (Life Technologies), dNTP, polydT primers and 1 µg of total RNA following manufacturer instructions. PCR amplification was performed using Taq platinum kit (Life Technologies) with 1 µL of RT and the primers pairs: *oxt* forward AATGTCTGGAGGTCTGCTGT, *oxt* reverse TGCACTAATGTACAGTCAAGCT, *crx* forward GCTGCTCGGTCTCTTATTGC, *crx* reverse AGTCAAGGCAGTCTACCGAA. PCR products were validated by electrophoresis on 1.2% *w*/*v* agarose gel and cloned into a PCRII dual promoter bacterial vector following the kit instructions (TOPO TA Cloning, Invitrogen, Waltham, MA, USA). The transformation of chemically competent TOP10′E.coli (Invitrogen) was performed with 2 µL of ligation production. The bacteria were plated on a Petri dish with LB agar with 100 µg/mL Ampicillin and incubated overnight at 37 °C. Five colonies for each construct were picked and grown individually in liquid LB medium with 100 µg/mL of Ampicillin overnight at 37 °C with agitation. MiniPreps (Qiagen DNA MiniPreps, Hilden, Germany) were performed for the extraction of plasmid DNA following the alkaline lysis protocol and sent for Sanger sequencing to check cDNA identity and the orientation of cloning in the PCRII vector. The digestion of the DNA was performed by cutting the DNA plasmid at the 5′ end of the cDNA with restriction enzyme: NotI HF, followed by phenol/chloroform extraction of the linearized vector, and in vitro transcription of the Dig RNA probes with Sp6 RNA polymerase and the Dig-UTP labelling mix (Roche, Basel, Switzerland). The technique of in situ hybridization labelling was adapted from ZFin [67]. Two–three brains were used per condition. Briefly, freshly dissected brains were fixed overnight at 4 °C in 4% *w*/*v* PAF and transferred in 100% *v*/*v* methanol at −20 °C until use. The brains were rehydrated in a decreasing gradient series of methanol diluted in PBS *v*/*v* at 70%, 50% and 25% for 5 min each and then washed four times 5 min in PBS with 0.01% *v*/*v* Tween 20 (PTW buffer) and incubated with proteinase K at 10 µg/mL in PTW buffer for 30 min and fixed in 4% *w*/*v* PAF for 20 min. Five consecutive washes of 5 min in PTW were completed before incubation with hybridization buffer (50% *v*/*v* deionized formamide, 5X SSC, 500 µg/mL yeast tRNA, 50 µg/mL heparine, 0.1% *v*/*v* Tween20, 9 mM citric acid in water) that lasted until all the brains reached the bottom of the tube (approximately 20 min). The brains were then incubated 4 h at 65 °C in clean RNA hybridization buffer and put in contact overnight with 50 ng (*oxytocin*) or 100 ng (*crx*) of gene specific DIG-labelled RNA probes diluted in RNA hybridization buffer. The brains were washed at 65 °C as follows: twice during 30 min in wash buffer 1 (50% *v*/*v* formamide, 1X SSC, 0.05% *v*/*v* Tween20), once in wash buffer 2 (2X SSC, 0.1% *v*/*v* Tween20) for 15 min, twice in wash buffer 3 (0.2X SSC, 0.1% *v*/*v* Tween20) for 30 min and finally once in wash buffer 4 (0.1X SSC, 0.1% Tween20) for 5 min. The brains were then washed 3 times 5 min in PTW at room temperature, incubated 1 h at room temperature in blocking buffer (1X PBS, 0.1% *v*/*v* Tween20, 0.2% *v*/*v* BSA, 1% *v*/*v* DMSO), embedded into 2% agarose and sectioned at 70 µm with a vibratome (VT1200S Leica Biosystems, Wetzlar, Germany) in a coronal plane. The brain sections were incubated 1h in blocking buffer, then overnight at 4 °C with anti-Digoxigenin-AP Fab fragment antibody (Roche Diagnostics GmbH, Mannheim, Germany) diluted at 1:4000 in blocking buffer and washed 5 times 15 min with PTW buffer before staining with NBT/BCIP (Roche Diagnostics GmbH, Germany). The slides were mounted with Vectashield HardSet (Vector Laboratories, Newark, CA, USA, ref: H-1400). Each in situ hybridization staining was repeated at least two times. The expression patterns were observed under a Leica binocular (DM750) equipped with a Leica ICC50 camera at ×10, ×20 and ×40 zoom. For the quantification of the intensity signal of oxytocin, we performed a fluorescent RNA in situ hybridization. The protocol is similar as the one previously described except that before adding the hybridization buffer, the samples were incubated for one hour with 3% hydrogen peroxide (H_2_O_2_, Sigma) in PTW and then washed three times 10 min in PTW; anti-digoxigenin-AP was substituted by Anti-digoxigenin-POD (poly) Fab fragments (Roche Diagnostics Gmbh, Germany) diluted at 1:1000 in blocking buffer and before staining with TSA Plus Cyanine 3 (Perkin Elmer, Boston, MA, USA), samples were rinsed twice 10 min in 0.002% H2O2 in PTW. Zeiss Confocal LSM780 was used with laser 561 at ×40 zoom. We first checked for autofluorescence and background noise without detecting either of them.

### 2.7. Statistical Analysis

For the behavioral analysis, and especially novel tank and social preference tests, a first statistical analysis by a two-way ANOVA test indicated significant sex differences (data not shown). This is in agreement with other studies that already showed distinct behavioral profiles between males and females [68,69]. We thus formed analyses for each sex separately. Linear effects models with Gaussian family were used for normally distributed data (total distance travelled in NTT, latency to first entry to the top zone, time in Z1, time of immobility) or with sqrt transformation to reach normality when needed (time in top zone, total distance travelled for the social preference test). For over-dispersed counted data, the generalized linear mixed effects model for the negative binomial family was used (number of entries in top or social zone). As the experiments were performed in two different batches, we added a random effect corresponding to the session date. *p*-values < 0.05 were considered significant.

Regarding the Shoaling test, statistical analysis was formed by applying a generalized linear mixed model with Gamma distribution for continuous and positive data. Since individuals show more behavioral similarities among one shoal, the shoals were used as a random effect in the model. *p*-values < 0.05 were considered significant.

The data corresponding to acetylcholinesterase activity analysis being normally distributed (except for female muscles that needed log transformation), the analysis was performed on each sex separately by one-way ANOVA followed by a Dunnet post-hoc test. *p* values < 0.05 were considered significant.

For the quantification of fluorescent RNA in situ hybridization of *oxytocin*, equal regions of interest (ROIs) were selected on several vibratome slices of three brains per condition and the integrated density for each ROI was determined by dividing the intensity of ROI to a representative area without signal (the removal of background noise). Statistical analysis was undertaken by applying a generalized linear mixed model with Gamma distribution for continuous and positive data. Since several slides originated from the same brain, brains were used as a random effect in the model. *p*-values < 0.05 were considered significant.

## 3. Results

### 3.1. Chronic Irradiation Altered mRNA Expression in Adult Zebrafish Telencephalon

The modulation of transcriptional expression in adult telencephalons was assessed by RNAseq after continuous exposure to gamma radiation for 36 days at 0.05 mGy/h (D005), 0.5 mGy/h (D05) and 5 mGy/h (D5). 

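The libraries came from 2 batches, each with its own unexposed fish. Batch 1 held 3 control libraries, 3 libraries at 0.5 mGy/h and 3 at 5 mGy/h, and batch 2 held 6 control libraries and 6 at 0.05 mGy/h. The groups at 0.5 and 5 mGy/h are thus smaller than the number of replicates that the paper's methods state. Each library was made from a pool of dissected telencephalons. The authors deposited the number of reads counted on each of 32057 Ensembl genes in each library, without normalization, in the layout of RNA-STAR gene counts. The counts of the strand expected from the TruSeq stranded protocol were used here. In reads counted on genes (in megareads, M), the control libraries of batch 1 held 48.1 to 61.1 (median 60.8), those at 0.5 mGy/h held 51.9 to 58.3 (median 53.6) and those at 5 mGy/h held 45.4 to 71.6 (median 46.4). In batch 2, the control libraries held 23.8 to 40.5 M (median 33.2) and those at 0.05 mGy/h held 19 to 31.5 M (median 23.8). A count of 3, taken as the smallest that can be told from 0, corresponds to 0.0419 counts per M counted reads (CPM) in the deepest library and 0.158 CPM in the shallowest, and this floor covers counting error only. Gene names were paired with 29004 of the gene IDs.

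Each dose rate was compared with the controls of its own batch. The counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test, with the thresholds of the paper, a fold change of at least 1.5 in either direction and a false discovery rate (FDR, Benjamini-Hochberg) under 0.05. After edgeR's filter on low counts, 21307 genes were tested in batch 1 and 19454 in batch 2. Because 0.05 mGy/h was run only in batch 2, and 0.5 and 5 mGy/h only in batch 1, a difference between 0.05 mGy/h and the other dose rates was tested as a difference between their changes from the controls of their own batches. Values are given as CPM after TMM scaling, as mean ± SD. All 21 libraries were used unless stated otherwise. Another set of fits used 18 libraries, without control batch 1 replicate 1, 0.5 mGy/h replicate 1 and control batch 2 replicate 6. This set was found after the values had been seen, by a search over sets of libraries for the fold changes nearest to those of Table S4, and the paper's text does not mention leaving libraries out.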

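With all libraries, 1 gene passed both thresholds at 0.05 mGy/h, 1 at 0.5 mGy/h and 1 at 5 mGy/h. At an unadjusted p under 0.05 there were 829, 504 and 1227 genes. If no gene changed, a share of 0.05 of the genes tested would fall there. The first and second counts are below that share, and the third is above it. The gene at 0.05 mGy/h was hmgb3 (ENSDARG00000056725), at 1.11e+03 ± 196 CPM (SD, n = 6) in controls and 562 ± 39 CPM (SD, n = 6) in irradiated fish, a log2 fold change of -0.98 (standard error 0.112, edgeR FDR 0.0186). The gene at 5 mGy/h was per2 (ENSDARG00000034503), at 218 ± 7.93 CPM (SD, n = 3) in controls and 101 ± 9.11 CPM (SD, n = 3) in irradiated fish, a log2 fold change of -1.10 (standard error 0.0926, edgeR FDR 0.0396). The gene at 0.5 mGy/h was tmsb1 (ENSDARG00000104181), which was at or under 3 counts in every control of batch 1 and at least 160-fold higher at 0.5 mGy/h (edgeR FDR 0.0328). It was also at or under 3 counts at 5 mGy/h, while 5 of the 6 controls of batch 2 held more. In these 3 comparisons, every irradiated library lay beyond every control library of its batch for the gene named. For the comparisons of 3 libraries with 3, such a separation has a chance share of 10%. Of 11 clock genes other than per2, 4 reached an unadjusted p under 0.05 at 5 mGy/h.

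The 5 mGy/h and 0.5 mGy/h libraries were also compared directly. There, tmsb1 again was the 1 gene past the thresholds, at least 152-fold lower at 5 mGy/h (edgeR FDR 0.0384), with 1116 genes at an unadjusted p under 0.05. A test of whether the change at 0.5 mGy/h differed from that at 0.05 mGy/h returned 0 of 21293 genes (432 at an unadjusted p under 0.05), and the same test for 5 mGy/h returned 0 (941 at an unadjusted p under 0.05). Both 432 and 941 are below the share of 0.05 that chance would give.

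The labels give replicate numbers that the groups of a batch share. In batch 1 the deviations of libraries with the same number from their group means had a mean correlation across genes of -0.18, against 0.084 for libraries with other numbers, and in batch 2 the means were 0.23 and -0.044. Because such deviations cancel within a group, the mean for other numbers largely follows from that for the same number and is no separate reference. With the replicate number as a block, 0 genes passed in each of these comparisons, with 888 genes at 0.05 mGy/h, 318 at 0.5 mGy/h, 755 at 5 mGy/h and 692 between 5 and 0.5 mGy/h at an unadjusted p under 0.05. Each of these counts is below a share of 0.05 of the genes tested.

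DESeq2 in place of edgeR returned 15, 11 and 88 genes at 0.05, 0.5 and 5 mGy/h within the batches. With all libraries under their given labels, pooling the 9 controls of both batches moved the counts most, and DESeq2 then returned 53, 449 and 143 genes. With 5 mGy/h replicate 1 left out, edgeR returned 1375 genes at 5 mGy/h, so that the count of 1 gene there depends on this library. Its log correlations with the other libraries at 5 mGy/h were 0.937 and 0.924, while theirs with each other was 0.99.

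In the 18 libraries, edgeR returned 8, 1 and 43 genes at 0.05, 0.5 and 5 mGy/h. DESeq2 with a batch term returned 27, 200 and 530 genes in these libraries, of which 19, 175 and 501 were higher in irradiated fish, and 251 genes between 5 and 0.5 mGy/h. Counts were also simulated in the design of the 18 libraries, with 200 genes changed at 5 mGy/h, and both tools were fitted by group without a batch term. There, 24.4% of the genes that DESeq2 returned and 5.74% of those that edgeR returned had not been changed. Such shares depend on how many genes change and by how much, so they are not the shares in the lists above.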

A dose rate-dependent increase in differentially expressed genes (DEG) was observed with 27 DEG at 0.05 mGy/h, 200 DEG at 0.5 mGy/h and 530 DEG at 5 mGy/h (|fold change| ≥ 1.5 and fdr < 0.05). 

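The lists of genes that passed the thresholds at each dose rate, with all libraries, shared 0 genes between the 2 higher dose rates. At an unadjusted p under 0.05 in both comparisons, 129 genes changed in the same direction, where 29 would do so in any direction if the comparisons were independent. They are not independent, because both use the same 3 control libraries. Between 0.05 mGy/h and either of the other dose rates, 0 genes were shared (63 at an unadjusted p under 0.05 in both). The tool changed these counts, with 4 genes shared by 0.5 and 5 mGy/h when DESeq2 was run within the batch. Pooling the controls moved them most among the fits with all libraries under their given labels, to 52 genes shared by 0.5 and 5 mGy/h and 3 shared with 0.05 mGy/h.

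With the 18 libraries, which leave out 1 control of batch 1, the edgeR lists shared 0 genes between 0.5 and 5 mGy/h. The DESeq2 lists with a batch term shared 156. Of the other genes in those lists, 43 were found at 0.5 mGy/h alone, 373 at 5 mGy/h alone and 25 at 0.05 mGy/h alone. There was 1 gene shared by 0.05 and 0.5 mGy/h, 1 by 0.05 and 5 mGy/h, and 0 by all 3 dose rates.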

A relatively high number of DEG was common between 0.5 mGy/h and 5 mGy/h (*n* = 156 genes, 26%) while very few DEG were shared with the 0.05 mGy/h condition (Figure 1a).

The enrichment of Gene Ontology (GO) Molecular Function and Biological Process, either with *Danio rerio* genes or via human orthologous genes, demonstrated that the pathways altered after chronic exposure to IR at D05 and D5 included visual perception (GO:0007601; D05: fdr < 10^−22^ D5: fdr < 10^−17^), the regulation of G protein-coupled receptor signaling pathways (GO:0008277; D05: fdr < 10^−8^; D5: fdr < 10^−8^) and serotonin metabolic process (GO:0042428; D05: fdr = 0.002; D5: fdr = 0.03) (Figure 1b and Supplementary Table S3). 

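Table S3 lists the genes behind each enriched term, and the values of those genes were taken from the counts. The enrichment itself was not analysed here. Of the 25 zebrafish genes that could be read under visual perception at either dose rate, 0 passed the thresholds of edgeR with all libraries, and 0 reached an unadjusted p under 0.05, where 1.25 would by chance. In the comparison of 0.5 mGy/h, 15 of the 25 were higher than in controls, with a median log2 fold change of 0.0869, and at 5 mGy/h 24 were higher, with a median of 0.87. Of the 6 genes under the regulation of G protein-coupled receptor signaling (saga, sagb, arr3, pde6h, pde6g and pde6ha), 0 passed and 0 reached an unadjusted p under 0.05, with log2 fold changes from -1.07 to 0.63 at 0.5 mGy/h and from 0.71 to 1.76 at 5 mGy/h. For the 3 genes under serotonin metabolic process (ddc, tph1a and tph2) the counts were also 0 and 0, with log2 fold changes from -0.0892 to 0.46 at 0.5 mGy/h and from 0.46 to 1.56 at 5 mGy/h.

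Over the 18 libraries, edgeR returned 10 of the visual perception genes at 5 mGy/h and 0 at 0.5 mGy/h, and DESeq2 with a batch term returned 25 and 21. DESeq2 returned all 6 G protein-coupled receptor genes and all 3 serotonin genes at both dose rates, and edgeR returned 3 and 1 of them at 5 mGy/h and 0 at 0.5 mGy/h. These lists are the paper's own calls from the same experiment, so the number that passes does not test them on other data.

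A list of genes of the pineal organ, which expresses photoreceptor and melatonin genes, had been written before the counts were read, and 17 of its genes could be averaged. Their mean log2 CPM was 4.12 in control batch 1 replicate 1, against 0.745 and 0.561 in the other control libraries of batch 1. The libraries at 0.5 mGy/h had 0.208 in replicate 1, 3.63 in replicate 2 and 2.91 in replicate 3, and at 5 mGy/h it was between 3.38 and 3.98. The groups did not differ beyond this spread (exact permutation tests, two-sided, p = 1 at 0.5 mGy/h and p = 0.4 at 5 mGy/h, where 3 libraries against 3 cannot give less than 0.1). The BH-adjusted values over 48 such tests were 1 and 0.828. From the enrichment among the genes it found to change, the paper concludes that visual perception, G protein-coupled receptor signaling and serotonin metabolism were among the pathways altered at 0.5 and 5 mGy/h.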

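Other terms of Table S3 also list zebrafish genes. Retinoid binding lists rbp4l, crabp1, rbp3, cyp27c1, rbp5 and rho, axon extension involved in axon guidance lists unc119c, arl3l2, sema3d, wnt4 and arl3l1, and optokinetic behavior lists unc119c, rlbp1a, arl3l2 and rlbp1b. With all libraries, 0 of these genes passed the thresholds at 0.5 or 5 mGy/h, and 0 reached an unadjusted p under 0.05. The log2 fold changes at 0.5 mGy/h lay between -0.157 and 0.175 for retinoid binding, -0.31 and 0.56 for axon extension and -0.64 and 0.29 for optokinetic behavior. At 5 mGy/h all of them were positive, from 0.54 to 1.01, from 0.45 to 0.82 and from 0.59 to 1.20. The lowest FDR among them was 0.954, for retinoid binding at 5 mGy/h.

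DESeq2 with a batch term, on the 18 libraries, returned 5 retinoid binding genes, 4 axon extension genes and 3 optokinetic genes at 0.5 mGy/h, and 6, 5 and 4 at 5 mGy/h. The edgeR fit returned 0 at 0.5 mGy/h, and 2, 1 and 2 at 5 mGy/h. The largest log2 fold changes of DESeq2 at 5 mGy/h were 5.94, 5.79 and 5.42.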

We also detected other biological processes that were significantly enriched such as retinoid binding (GO:0005501; D05: fdr = 10^−5^; D5: fdr = 10^−4^), the regulation of axon extension involved in axon guidance (GO:0048841, D05: fdr = 0.01; D5: fdr = 0.03) and optokinetic behavior (GO:0007634; D05: fdr = 0.01; D5: fdr = 0.03) (Supplementary Table S3). In contrast, pathways enriched after irradiation at 0.05 mGy/h highlighted the dysregulation of genes involved in protein refolding (GO:0042026; fdr < 10^−4^).

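Table S3 gives the protein refolding genes as human orthologues only, so the zebrafish genes whose symbol starts with hsp and those listed under unfolded protein binding were used, 38 in the files and 33 tested. With all libraries, 0 passed the thresholds at 0.05 mGy/h, and 2 reached an unadjusted p under 0.05, where 1.65 would by chance. Of the 33, 18 were higher and 15 lower. With the adjustment over the 33 genes alone, 1 passed.

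The gene hspa8 (ENSDARG00000037403) was at 157 ± 60.6 CPM (SD, n = 6) in the controls of batch 2 and 325 ± 24.4 CPM (SD, n = 6) at 0.05 mGy/h, a log2 fold change of 1.05 (standard error 0.193, edgeR FDR 0.61). Every irradiated library was above every control, the lowest at 287 CPM and the highest control at 279 CPM. That control, replicate 6, lay apart from the other controls, which averaged 133 ± 12.5 CPM (SD, n = 5). The gene hsp90aa1 (ENSDARG00000024746) was at 509 ± 316 CPM (SD, n = 6) in controls and 655 ± 83.1 CPM (SD, n = 6) in irradiated fish, a log2 fold change of 0.36 (standard error 0.283, edgeR FDR 0.751), with 1.15e+03 CPM in control replicate 6.

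Without that library, as in the 18-library set, both genes passed. The log2 fold change of hspa8 was 1.29 (edgeR FDR 5.27e-06) and that of hsp90aa1 was 0.78 (edgeR FDR 0.0191). DESeq2 with all libraries returned 1 gene of the list within the batch, and 2 when the controls of both batches were pooled. Whether genes of the list pass depends on the use of control batch 2 replicate 6, on the tool and on the adjustment.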

### 3.2. Chronic Irradiation Induced Hypolocomotion

Since transcriptomics data revealed changes in gene expression in the brain after irradiation, we assessed if these modifications could result in potential changes in behavior. Since DEGs were mostly observed when exposing at 0.5 mGy/h and 5 mGy/h, we focused on these two dose rates as modifications after 0.05 mGy/h radiation perturbed the expression of few genes (*n* = 27). First, locomotion was measured as an integrated parameter to evaluate the effects of radiation on adult brain function and behavior. The total distance travelled was measured by three different behavioral tests on adult zebrafish, the shoaling test (ShT), the Novel Tank test (NTT) and the social preference test (SP) (Figure 2).

The total distance travelled was decreased at both dose rates in the ShT (D05: t = −13, *p* = 10^−16^; D5: t = −4.7, *p* = 10^−6^, Figure 3a). Similar trends were also detected in the females exposed in NTT at 0.5 mGy/h (t = −2.7, *p* = 0.01) and 5 mGy/h ( t = −1.4, *p* = 0.17) and in the SP (D05: t = −1.5, *p* = 0.13; D5: t = −2.7, *p* = 0.01), but not in males (Figure 3b–e). Since acetylcholine is involved in muscle contraction and in brain function by participating in anxiety-like behavior or social response [70,71], the activity of acetylcholinesterase (AChE) was measured in both the muscle and brain after irradiation. Decreased reduction in enzymatic activity can be observed in the brain and muscle of exposed females at both dose rates but this decrease is not statistically significant (in brain: F = 2.5, *p* = 0.11; in muscles: F = 2.77, *p* = 0.09, Figure 3f,g). We did not observe any effect in the brain or muscles in males (brain: F = 0.15, *p* = 0.86; muscles: F = 0.78, *p* = 0.47, Figure 3h,i).

### 3.3. Chronic Irradiation Increases Stress Behavior in Female Zebrafish

We then evaluated the stress potentially induced by IR by measuring the number of entries, the latency to first entry and the time spent in top zone in the NTT. The number of entries in the top zone reached statistical significance only for females exposed at 0.5 mGy/h (Figure 4, t = −3.1, *p* = 0.002).

The other parameters measured in the NTT (latency to first entry and cumulative duration in the top zone) were not altered (Figure 4a,b), middle and right panel). Immobility is often used to evaluate anxiety-like behavior in zebrafish [72]. We thus assessed the relative time of immobility (freezing) in the three behavioral tests as another way to evaluate stress after chronic exposure to radiation. An increase in immobility was observed in females but not in males at both dose rates in the SP (D05: t = 2.3, *p* = 0.03; D5: t = 2.4, *p* = 0.03, Figure 4d). A similar increase was also observed in the NTT, especially at 0.5 mGy/h (D05: t = 2.7, *p* = 0.01; D5: t = 1.4, *p* = 0.17, Figure 4c), as well as in the ShT but this alteration was not statistically significant (D05: t = −1.4, *p* = 0.17; D5: t = −0.54 *p* = 0.59, Figure 4e).

### 3.4. Chronic Irradiation Reduces Sociability in Female Zebrafish

The zebrafish being a social animal with complex behavior, the proximity of fish with conspecifics was measured to assess sociability in the SP test. We observed that the time spent close to the conspecifics (Z1) was decreased for females in both irradiated conditions but only significant in 0.5 mGy/h of the irradiated fish (D05: t = −2.7, *p* = 0.01 and D5: t = −1.9, *p* = 0.06, Figure 5a). We also measured the time spent and number of entries with a one-body-length zone close to the conspecifics and observed a significant decrease in entries in 5 mGy/h of the irradiated fish (data not shown).

A significant decrease in the number of entry in the social zone was also detected using a broader zone at 5 mGy/h (t = −2.4, *p* = 0.02, data not shown). We did not observe any modifications in the males. We then used the ShT to assess group cohesion within a shoal. No alterations in the social group was observed using either nearest neighbor or inter-individual distances (Figure 5b,c).

### 3.5. Induction of Gene Expression Involved in Stress Response or Neurogenesis

Since the zebrafish displayed stress behavior and the transcriptomic profile of the brain radiation response suggested the dysregulation of genes involved in neurotransmission (including serotonin), we explored the changes of neurohormones and neurotransmitters expressions in the RNAseq dataset (Supplementary Materials, Table S2. 

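Table S4 lists the genes that the paper assigned to neurohormones and neurotransmitters, 521 entries for 462 genes, because a gene with several functions is entered once for each. With all libraries, 367 of these genes could be tested in batch 1. Of them, 0 passed the thresholds at 0.5 mGy/h, and 6 reached an unadjusted p under 0.05, where 18.4 would by chance. At 5 mGy/h 0 passed and 25 reached an unadjusted p under 0.05. Of the 367, 199 were higher at 0.5 mGy/h and 212 at 5 mGy/h, with median log2 fold changes of 0.0229 and 0.0571. Adjusting over this list alone let 0 and 1 genes pass. At 0.05 mGy/h, 8 of 349 reached an unadjusted p under 0.05 and 0 passed.

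DESeq2 with all libraries and a batch term returned 0 genes of the list at 0.5 mGy/h and 5 at 5 mGy/h. With the 9 controls of both batches pooled, DESeq2 returned 19 and 6. The edgeR fit without 5 mGy/h replicate 1 returned 46 at 5 mGy/h. For the 18 libraries, edgeR returned 0 and 3 genes, and DESeq2 with a batch term returned 5 and 23. In the paper's own values in Table S4, 8 entries at 0.5 mGy/h have an adjusted p under 0.05, which are 6 genes, and 32 entries at 5 mGy/h, which are 25 genes.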

The significant modulation of eight genes coding for proteins with a function in neurohormone synthesis, uptake, metabolism and receptor production, or in neurotransmission was found at 0.5 mGy/h and thirty-two genes at 5 mGy/h (Figure 6a,b and Supplementary Table S4).

These included the genes coding for the enzymes *tryptophan hydroxylase 1a* (*tph1a*) and *tryptophan hydroxylase 2* (*tph2*) that control brain serotonin synthesis, as well as the neurohormones *oxytocin* (*oxt*) and *arginine vasopressin* (*avp*) (Figure 6c). 

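With all libraries, tph1a (ENSDARG00000029432) was at 6.5 ± 7.68 CPM (SD, n = 3) in the controls of batch 1, 8.99 ± 6.78 CPM (SD, n = 3) at 0.5 mGy/h and 19.2 ± 3.95 CPM (SD, n = 3) at 5 mGy/h. Its log2 fold changes were 0.46 (standard error 0.911, edgeR FDR 1) and 1.56 (standard error 0.928, edgeR FDR 0.946). The values of tph2 (ENSDARG00000057239) were 9 ± 14.4, 9.65 ± 11.7 and 24.3 ± 6.43 CPM (SD, n = 3 each), with log2 fold changes of 0.0979 (standard error 1.52, edgeR FDR 1) and 1.43 (standard error 1.55, edgeR FDR 0.994). The values of oxt (ENSDARG00000042845) were 135 ± 164, 81.6 ± 16 and 207 ± 104 CPM (SD, n = 3 each), with log2 fold changes of -0.72 (standard error 0.865, edgeR FDR 1) and 0.62 (standard error 0.863, edgeR FDR 0.994). The values of avp (ENSDARG00000058567) were 0.634 ± 0.824, 0.528 ± 0.129 and 0.752 ± 0.265 CPM (SD, n = 3 each), with log2 fold changes of -0.28 (standard error 0.886, edgeR FDR 1) and 0.23 (standard error 0.879, edgeR FDR 0.999). None of these differences could be told from the spread between replicates in the edgeR test. The direction at 0.5 mGy/h changed with the libraries used for all 4 genes. At 5 mGy/h, that of oxt stayed positive with each library left out in turn, from 0.0957 to 2.33. It turned negative, -0.31, only when the controls of both batches were pooled, a fit in which a difference between batches enters. That of avp turned negative then and with single libraries left out. Among the pooled controls, control batch 2 replicate 6 held 1255 CPM of oxt and 17.9 CPM of avp. The other controls of batch 2 held at most 127 and 1.34 CPM.

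On the 18 libraries, with 2 controls in batch 1, the log2 fold changes at 5 mGy/h were 3.21 for tph1a (edgeR FDR 0.0477), 5.16 for tph2 (edgeR FDR 0.0876), 2.33 for oxt (edgeR FDR 0.684) and 2.16 for avp (edgeR FDR 0.684). DESeq2 with a batch term gave adjusted p values of 3.91e-11, 6.44e-08, 0.00122 and 0.00908 for them. The DESeq2 log2 fold changes at 0.5 mGy/h were 2.58 for tph1a, 4.39 for tph2, 0.94 for oxt and 1.82 for avp, with adjusted p values of 9.08e-06, 0.000176, 1 and 0.174. The control library left out of these fits held more of all 4 transcripts than either of the other controls of batch 1, and more tph2, oxt and avp than any library at 0.5 mGy/h. Other markers of preoptic and hypothalamic tissue, 4 genes, had a median log2 fold change of 0.21 at 5 mGy/h with all libraries.

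**Figure D1:**
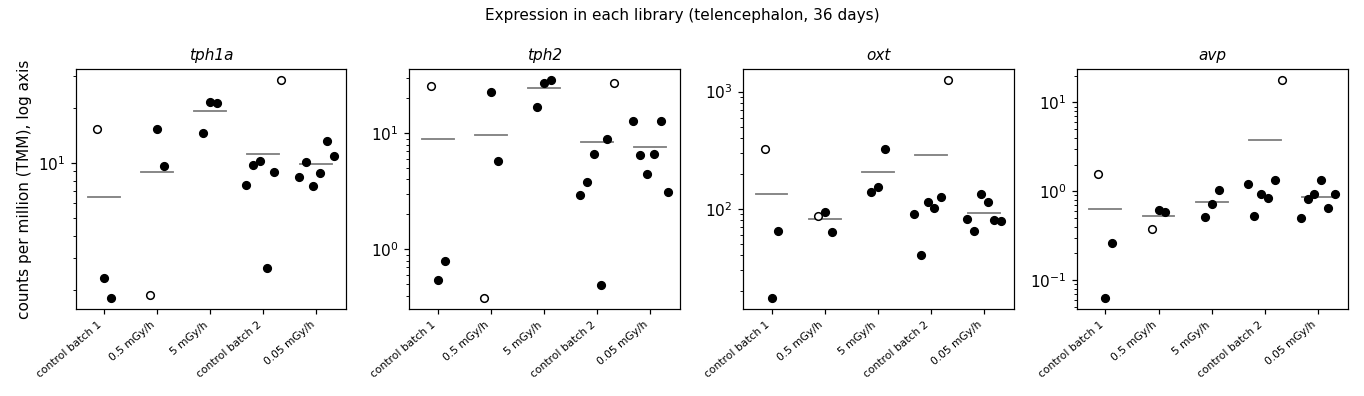
Expression of tph1a, tph2, oxt and avp in each library, in CPM (log axis) against the group. Each symbol is 1 library, grey lines are group means, and open symbols are the 3 libraries left out of the 18-library fits. In batch 1, the open control symbol lies above both other controls for every gene, at 25.7 CPM for tph2 and 322 CPM for oxt.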

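The gene cyp11c1 (ENSDARG00000042014) codes for a steroid hydroxylase, and asip2b (ENSDARG00000114760) and nr4a1 (ENSDARG00000000796) are counted in the same libraries. With all libraries, nr4a1 was at 20.2 ± 3.55 CPM (SD, n = 3) in the controls of batch 1, 27.3 ± 2.22 CPM (SD, n = 3) at 0.5 mGy/h and 52.4 ± 6.52 CPM (SD, n = 3) at 5 mGy/h. Its log2 fold change was 0.43 at 0.5 mGy/h (standard error 0.147, edgeR FDR 1) and 1.37 at 5 mGy/h (standard error 0.149, edgeR FDR 0.0707). It missed the threshold over all genes at 5 mGy/h, although every irradiated library was above every control. With 3 libraries against 3, a separation in either direction occurs by chance in 10% of cases. With each library left out in turn, the log2 fold change stayed between 1.25 and 1.52. Other immediate-early genes were also higher at 5 mGy/h, with a median log2 fold change of 0.66 over 10 genes. Against the pooled controls of both batches the log2 fold change of nr4a1 at 5 mGy/h was -0.21, since the controls of batch 2 held 43.2 to 110 CPM.

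The values of cyp11c1 were 0.477 ± 0.446, 0.677 ± 0.41 and 1.97 ± 0.794 CPM (SD, n = 3 each) in controls, at 0.5 and at 5 mGy/h, with log2 fold changes of 0.49 (standard error 0.707, edgeR FDR 1) and 2.03 (standard error 0.714, edgeR FDR 0.807). Those of asip2b were 91.3 ± 83.9, 82.7 ± 43.4 and 143 ± 40.2 CPM (SD, n = 3 each), with log2 fold changes of -0.14 (standard error 0.652, edgeR FDR 1) and 0.65 (standard error 0.654, edgeR FDR 0.994).

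Over the 18 libraries, the log2 fold changes of edgeR at 5 mGy/h were 1.52 for nr4a1 (FDR 0.0395), 3.15 for cyp11c1 (FDR 0.111) and 1.72 for asip2b (FDR 0.344). DESeq2 with a batch term passed all 3 at 5 mGy/h, with adjusted p values of 0.0116, 5.47e-06 and 0.000524, and 0 of them at 0.5 mGy/h, where the adjusted p values were 1, 0.101 and 0.151.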

We also detected a variation in the expression of *cyp11c1* involved in cortisol and *11-ketotestosterone* (*11-KT*) production, *asip2b* known to regulate cortisol secretion and the stress-induced transcription factor *nr4a1* [73,74,75,76]. To further explore how radiation can impact gene expression in the brain, and validate the RNAseq data, we performed RNA in situ hybridization on adult brain sections for *oxt*, a gene expressed in the preoptic area and involved in both the regulation of stress and social behavior [77]. At 5 mGy/h, we observed an ectopic expression of *oxt* in the ventricular zone (VZ) of the anterior part of the parvocellular preoptic nucleus (PPa)(Figure 7a,a’) where neural progenitors are located [78]. Indeed, in the control condition, cells lining the VZ do not express *oxt*, while after irradiation, *oxt* expression is detected. To quantitatively confirm this observation, we measured *oxt* expression in control and irradiation (5 mGy/h) by fluorescent RNA in situ hybridization and detected a significant increase in signal intensity (Supplementary Materials, Figure S1).

Similarly, the gene *cone-rod homeobox* (*crx*), known to be involved in neuronal differentiation in the retina [76], was strongly upregulated in the PPa in both the VZ as well as in cells located laterally to the VZ (Figure 7b,b′). These results confirm the upregulation of *oxt* and *crx* observed at 5mGy/h by the transcriptomic analysis.

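In the sequenced telencephalons, crx (ENSDARG00000011989) held 549, 0 and 2 counts in the control libraries of batch 1, and 262, 1 and 135 counts in the libraries at 5 mGy/h. The means were 2.99 ± 5.15 CPM (SD, n = 3) in controls and 2.93 ± 2.9 CPM (SD, n = 3) at 5 mGy/h, a log2 fold change of -0.038 (standard error 2.22, edgeR FDR 1). With replicate as a block the value was 1.51, and with each library left out in turn it ranged from -1.05 to 7.17, so that its direction depended on single libraries. For oxt, the 5 mGy/h libraries held 140, 154 and 327 CPM and the control libraries 322, 17.4 and 64.7 CPM, in the order of replicates.

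The first control is left out of the 18 libraries, and the remaining controls hold at most 2 counts of crx. Against the floor of 3 counts, the level at 5 mGy/h was then at least 47-fold higher than in these controls (edgeR FDR 0.905, adjusted p of DESeq2 with a batch term 0.00612). Of the 3 libraries at 5 mGy/h, 1 held 1 count, and its value lies inside the range of these controls. The in situ hybridization itself was not analysed here.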

## 4. Discussion

In this study, we used adult zebrafish to better characterize the effects of chronic low to moderate dose rates of IR on brain function and behavior. We employed a multiscale approach that characterized the effects on behavior, including locomotion, the assessment of the stress response and sociability, completed by a transcriptomic analysis on the telencephalon to characterize the effects at the molecular scale. This analysis was completed by a detailed mapping of the gene expression of two candidate genes using RNA in situ hybridization on adult brain sections. This strategy allowed us to assess which molecular pathways were dysregulated following chronic exposure to low and moderate dose rates of IR and helped in deciphering the molecular basis of changes in adult behavior.

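The genes arl3l1, arl3l2, sema3d and unc119c are listed in Table S3 under axon guidance, and cnga1, pde6b, grk7 and guca1c encode parts of the phototransduction cascade. For cnga1, pde6b and grk7 the gene names give 2 IDs each, and values are given for the first ID and then the second. With all libraries, 0 of these genes passed the thresholds at 0.5 or 5 mGy/h. The gene unc119c (ENSDARG00000004459) was at 10.7 ± 17.8 CPM (SD, n = 3) in the controls of batch 1, 12 ± 11 CPM (SD, n = 3) at 0.5 mGy/h and 17.2 ± 4.42 CPM (SD, n = 3) at 5 mGy/h, with log2 fold changes of 0.16 (standard error 1.72, edgeR FDR 1) and 0.69 (standard error 1.73, edgeR FDR 0.999). The log2 fold changes of arl3l1, arl3l2 and sema3d were -0.014, -0.31 and 0.016 at 0.5 mGy/h. Those at 5 mGy/h were 0.72, 0.82 and 0.45. The log2 fold changes at 0.5 mGy/h were 0.052 and 0.29 for cnga1, -0.0992 and -0.20 for pde6b, -0.044 and 0.21 for grk7 and -0.59 for guca1c, and those at 5 mGy/h were 0.92 and 1.33, 0.67 and 0.54, 0.70 and 0.92, and 0.14. The standard errors of these values lay between 0.48 for sema3d and 1.85 for cnga1, which is larger than most of the changes.

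The spread within groups was of the same size as these genes' range. Control batch 1 replicate 1 held 31.3 CPM of unc119c and 66.3 CPM of the first grk7 ID, against 0.357 and 0.84 CPM in replicate 2. At 0.5 mGy/h, replicate 1 held 0.121 CPM of either gene, against 22 and 44 CPM in replicate 2. In batch 2, the unexposed libraries held 9.95 to 29.9 CPM of the first grk7 ID, apart from replicate 4 at 0.407 CPM.

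Without those libraries of batch 1, in the 18-library set, the DESeq2 log2 fold changes at 5 mGy/h were 5.79 for arl3l1, 2.21 for arl3l2, 1.25 for sema3d, 5.42 for unc119c and 4.21 for guca1c, and from 3.72 to 6.10 for the IDs of cnga1, pde6b and grk7. In DESeq2 with a batch term, all of them had an adjusted p of at most 2.86e-05 at 5 mGy/h and of at most 0.00626 at 0.5 mGy/h. In edgeR, unc119c (FDR 0.0361) and the first grk7 ID (FDR 0.0395) passed at 5 mGy/h, and 0 of these genes passed at 0.5 mGy/h, where the lowest FDR among them was 0.0575, for unc119c.

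**Figure D2:**
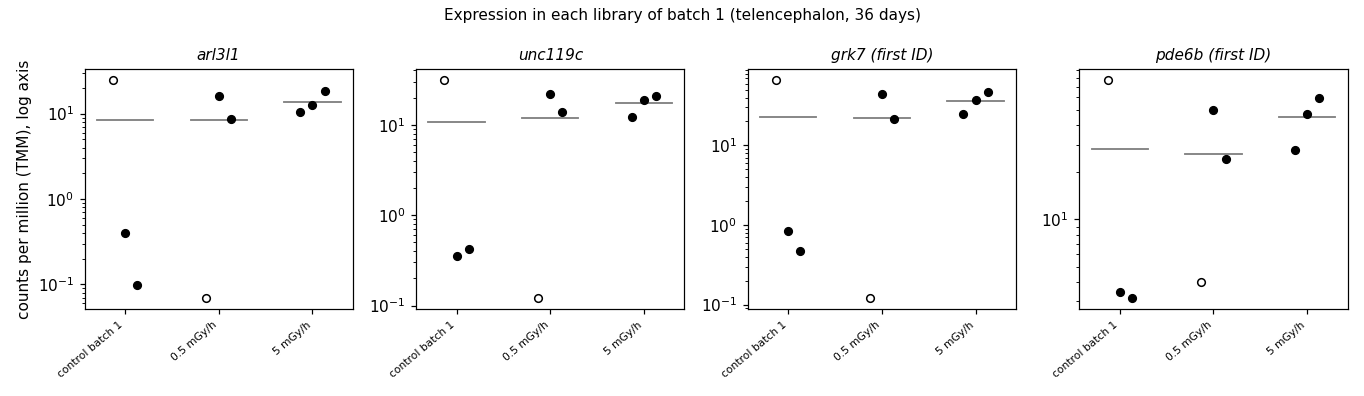
Expression of arl3l1, unc119c, the first grk7 ID and the first pde6b ID in each library of batch 1, in CPM (log axis) against the group. Each symbol is 1 library, grey lines are group means, and open symbols are control replicate 1 and 0.5 mGy/h replicate 1. For arl3l1, the open control symbol is at 24.7 CPM and the open 0.5 mGy/h symbol at 0.0692 CPM, respectively above and below the other libraries of their groups.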

Transcriptomic analysis highlighted the dysregulation of genes with function in synaptic plasticity, including axon guidance signaling (*arl3l2*, *arl3l*, *sema3d* or *unc119.2*) or the regulation of the G protein-coupled receptor signaling pathway (*cng1*, *pde6b*, *grk7*, *guca1c*). It is well known that synaptic plasticity is involved in organisms’ adaptation and, when disturbed, may lead to pathological behaviors such as stress-related disorders [79,80]. A previous study in mice exposed acutely to 100 mGy detected similar perturbation, but in contrast to our results, gene expression was mostly downregulated in the rodents [30]. Additionally, high doses of acute exposure includes the induction of neuro-inflammation with the overexpression of pro-inflammatory genes [81,82], cellular senescence [83], the decrease in adult neurogenesis possibly due to the apoptosis of proliferating cells [82,84], DNA damage like double strand breaks [10,85] and oxidative stress through the elevation of pro-oxidants or lipid peroxidation [86,87]. Interestingly, in our study, we could not detect significant change in these processes through the transcriptomic analysis. 

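A list of genes of inflammation, senescence, apoptosis, DNA damage and oxidative stress had been written before the counts were read, and 66 of them were found. With all libraries, 0 of 60 tested passed the thresholds at 0.05 mGy/h, 0 of 63 at 0.5 mGy/h and 0 of 63 at 5 mGy/h. At an unadjusted p under 0.05 there were 3, 3 and 6 genes, where 3, 3.15 and 3.15 would be found by chance. Adjusting over the list alone let 0 genes pass at each dose rate. The median log2 fold changes of the list were -0.166, -0.0136 and 0.0236. The means of the inflammation, senescence, apoptosis, DNA damage and oxidative stress genes were compared between irradiated and control libraries (exact permutation tests, two-sided). The lowest p was 0.1, for senescence at 0.5 mGy/h (BH-adjusted 0.828), where every irradiated library lay above every control. That is also the smallest p that 3 libraries against 3 can give, so these tests could not exclude chance at 0.5 or 5 mGy/h. At 0.05 mGy/h, with 6 libraries against 6, the lowest p was 0.18.

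The 18-library fits with edgeR and with DESeq2 also returned 0 genes of the list at each dose rate. Pooling the controls of both batches returned 1 gene at 0.5 mGy/h, and leaving out 5 mGy/h replicate 1 returned 2 at 5 mGy/h. In simulated counts of batch 1 with the spread of each gene kept, edgeR found 35% of 200 changed genes, so that a change in single genes of the list could be missed at this number of libraries.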

Possibly, the different exposure scenarios (chronic versus acute) or the use of young 8- to 10- week mice (while we used sexually mature organisms) explain this difference, but more likely, given the very high regenerative capacity of the adult zebrafish brain in comparison to juvenile rodent [88,89,90], the genes involved in the axon guidance and G protein-coupled receptor signalling were only upregulated in fish, which might reflect a specific response to the insults caused by IR. This hypothesis of induced regenerative process after irradiation is supported by the very strong upregulation of *crx* in the adult telencephalon. Indeed, this gene is a well-known transcription factor (TF) of the otx-like homeodomain family that regulates the neuronal differentiation of photoreceptors in the retina [91]. However, its role in the adult zebrafish telencephalon is currently unknown. Nevertheless, its expression in cells lining the ventricular zone (VZ) as well as in cells located more laterally in the PPa corresponds to the expression domain of neuronal progenitors (lining the VZ) and differentiating neurons (laterally to the VZ). 

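The direction of the genes listed in Table S3 under these terms depended on the libraries used. At 5 mGy/h, all 5 axon extension genes and all 6 G protein-coupled receptor genes had positive log2 fold changes with all libraries. At 0.5 mGy/h, 3 of the 5 axon extension genes and 5 of the 6 G protein-coupled receptor genes did. None reached an unadjusted p under 0.05 in either comparison. In the 18 libraries all of them were positive at both dose rates, with log2 fold changes of DESeq2 of at least 1.05 for axon extension and 4.42 for the receptor term at 0.5 mGy/h, and of at least 1.25 and 4 at 5 mGy/h. With RLE size factors in place of TMM, the median log2 fold change of all genes went from 0.011 to 0.013 at 0.5 mGy/h and from 0.028 to 0.016 at 5 mGy/h.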

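The counts of crx at 0.5 mGy/h were 1, 443 and 193 in the libraries of replicates 1, 2 and 3. The mean was 3.95 ± 4.04 CPM (SD, n = 3), a log2 fold change of 0.40 (standard error 2.21, edgeR FDR 1) against all 3 controls of batch 1. This value ranged from -0.68 to 7.60 with each library left out in turn. With the 18 libraries, the level at 0.5 mGy/h was at least 94.8-fold higher than in the controls, taken at the floor of 3 counts (edgeR FDR 1, adjusted p of DESeq2 with a batch term 0.00434). In batch 2, crx held at most 1 count in each of the 6 control and 6 irradiated libraries, which is under the floor, and no fold change is given for 0.05 mGy/h. The library with the most crx in the experiment was control batch 1 replicate 1, at 8.93 CPM, and its level was not detectable in control batch 1 replicate 2.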

The fact that *crx* is strongly upregulated in the PPa after irradiation could thus indicate the production of new neurons in this region of the adult brain and highlights its potential role in neurogenesis. If these transcriptomic modifications lead to changes at the protein level remains to be investigated. More analysis, including double labelling with progenitors and differentiation markers, is needed in order to confirm or infirm this regenerative hypothesis.

We observed a hypolocomotion state noticeable by a reduced total distance travelled at dose rates equal to and higher than 0.5 mGy/h in the ShT, which was also detectable in the SP and the NTT. Interestingly, similar effects on locomotion were identified in 5-day-old larvae exposed to continuous radiation at the same dose rates [62]. Moreover, hypolocomotion was observed in mice 6 h after acute exposure to 500 mGy or 2000 mGy [92], and up to 18 months after irradiation of 10-week-old mice at 500 mGy [93]. Thus, our data complement the existing knowledge of IR by showing the effects on locomotion in adults in the field of low dose rates. Our analysis on AChE activity, the enzyme involved in the degradation and recycling of acetylcholine that acts both in the brain and neuromuscular junctions, demonstrated a marginal decrease in enzymatic activity in the female muscles and brain at 0.5 mGy/h and 5 mGy/h. In males, a non-significant increase in AChE activity was observed in the muscles at 5 mGy/h, and we did not see any effect on locomotion or stress. Together, our data highlight chronic irradiation-induced hypolocomotion in females, and this effect was substantially independent of possible alterations at the neuromuscular junction. This result contrasts with previous data that showed decreased AChE activity in zebrafish larvae exposed at 0.01 mGy/h [94].

The results on stress behavior from the NTT revealed a decreased number of entries in the top zone after the exposure of females at 0.5 mGy/h, suggestive of increased stress, but no change could be observed at 5 mGy/h, and males were not affected. If a non-linear dose rate effect could be proposed for females, it remains possible that insufficient individual data impaired the analysis. The cumulative duration of immobility (also called freezing) is another parameter used to measure stress [95]. Our data demonstrated an increased cumulative time of freezing in females irradiated at 0.5 mGy/h in the NTT, but, as before for locomotion, no effect could be detected in males or at 5 mGy/h. However, by measuring this endpoint in the SP, we could detect a significant increase in freezing both at 0.5 mGy/h and 5 mGy/h in females. An increased cumulative duration of immobility was also apparent in the ShT, but these results were not statistically significant, presumably because males’ and females’ behavior cannot be distinguished in this group behavior test. The hypolocomotion is thus presumably a consequence of increased freezing time. These results show that chronic irradiation at 0.5 mGy/h, and presumably higher dose rates, induces stress-like behavior in female zebrafish but not in males. At the molecular level, stress behavior is linked to increased cortisol release. Under stress, an increase in CRH levels results in higher glucocorticoid hormone (GC) secretion (cortisol or corticosterone depending on species) which bind in the plasma to corticosteroid-binding globulin (CBG) and albumin [96]. As teleost have a developed hypothalamus-pituitary-interrenal axis and use cortisol as their primary stress hormone [73,97,98,99,100,101], the increasing freezing time observed in our data is very likely to be linked to an elevation of cortisol secretion. 

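Read library by library, the genes cyp11c1, nr4a1, asip2b, avp and oxt differed in how far irradiated and control fish overlapped. At 5 mGy/h, cyp11c1 lay between 1.47 and 2.88 CPM and the controls of batch 1 between 0.21 and 0.992 CPM, without overlap. For nr4a1, the range was 46.3 to 59.3 CPM at 5 mGy/h and 17.7 to 24.3 CPM in controls, also without overlap. In the libraries at 0.5 mGy/h, nr4a1 lay between 25.4 and 29.8 CPM, above these controls, and cyp11c1 between 0.277 and 1.1 CPM, inside the control range at its lower end. For asip2b, the libraries at 0.5 mGy/h held 40.6 to 127 CPM and those at 5 mGy/h 96.9 to 168 CPM, all below control replicate 1, at 187 CPM. The remaining controls of batch 1 held 32 and 54.6 CPM. For oxt, 0.5 mGy/h lay between 63.7 and 94.5 CPM, within the control range.

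In the unexposed fish of batch 2, oxt lay between 40.2 and 127 CPM in 5 libraries and at 1.25e+03 CPM in replicate 6. That library also held 17.9 CPM of avp. The cyp11c1 level in these 6 libraries was between 0.203 and 0.562 CPM. Control batch 1 replicate 1 is outside the 18 libraries, and without it the libraries at 5 mGy/h held more of each of these 5 genes than both remaining controls. Cortisol was not analysed here.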

The fact that several genes involved in glucocorticoid production were upregulated in the brain of the irradiated zebrafish, including *cyp11c1*, *nr4a1*, *asip2b*, *avp* and *oxt*, is also in favor of such interpretation and furthermore can provide a mechanistic explanation for the increased stress behavior observed at dose rates equal to and higher than 0.5 mGy/h. These results are in agreement with previous data on the chronic exposure of meadow voles at 22.6 μGy/h [102], which demonstrated higher levels of free-corticosterone in females than in males, along with elevated corticosteroid-binding globulin (CBG) (in females). The results in meadow voles are thus suggestive of a chronic stress response visible by the prolonged production of GC and its transport in the plasma. The evaluation of such a response in the context of chronic irradiation remains to be determined.

The use of RNA in situ hybridization on adult brain demonstrated an upregulation of *oxt* in the anterior part of the parvocellular preoptic nucleus (PPa). It expresses several neurohormones such as oxytocin or arginine-vasopressin with conserved function compared to mammals [103] such as the regulation of water homeostasis [104], the control of blood pressure [105] as well as a role in social behavior and the regulation of anxiety [49,50,106]. Interestingly, a recent analysis of the stress response in zebrafish correlated to the increased number of oxytocinergic cells in the brain with environmental stress provoked by immersion in deionized water for 24 h [50]. Other experiments in rodents revealed that repeated defeat experiences increased the number of oxytocinergic neurons in the PVN as well as after chronic homotypic stress [107,108]. From these studies, it was proposed that acclimation to chronic stress might involve the upregulation of oxytocin expression in the hypothalamus. Therefore, chronic low to moderate dose rates of gamma radiation can induce the upregulation of *oxt* observed in the VZ of the PPa which could thus reflect the acclimation of fish to chronic stress.

The SP test revealed a decreased sociability of adult fish at both dose rates. No change in group behavior could be detected in the ShT, presumably because no distinction could be established between males and females in this test. Mechanistically, it is tempting to speculate that this change in social behavior is linked to changes in the expression of *oxytocin* we observed in the cells of PPa. Indeed, oxytocin has a dual role in anxiety-like behavior and in social behavior in both mammals [109,110,111] and zebrafish [49,51,112]. For instance, the knockout of one of the oxytocin receptors (*oxtr*−/− *or* *oxtrl*−/−) enhanced the social preference level in zebrafish larvae at 3 and 4 weeks post fertilization [51]. Similarly, the early life ablation of oxytocin neurons led to a reduced social preference in adult zebrafish [113]. However, contrasting results in social behavior are obtained depending on the experimental design [49,51,114], which means it is more difficult to predict if an increase in oxytocin production will lead to increase or decrease in social preference. Beside oxytocin, we also noted the upregulation of *avp* expression in the brain after irradiation at 5 mGy/h (by RNAseq). This neuropeptide can stimulate ACTH secretion from the fish pituitary, and it was shown that after acute stress, such as confinement or enforced displacement, the *avt* transcript is induced in parvocellular AVT neurons in the rainbow trout [115,116]. Moreover, arginine vasopressin was also proposed to regulate social behavior since injecting avp in zebrafish induced social interaction [48]. 

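The counts behind avp were low. The libraries at 5 mGy/h held 0.511, 0.711 and 1.03 CPM in the order of replicates, and the controls of batch 1 held 1.58, 0.063 and 0.261 CPM. The difference rests on which controls are used, since the highest value among these 6 libraries was that of a control. With each library left out in turn, the log2 fold change at 5 mGy/h ranged from -0.29 to 2.16, and it was -0.24 against the pooled controls of both batches. Those pooled controls include control batch 2 replicate 6, at 17.9 CPM. The 5 other controls of batch 2 held 0.521 to 1.34 CPM, apart from replicate 6, and the libraries at 0.05 mGy/h held 0.503 to 1.35 CPM, a range that contains all 3 libraries at 5 mGy/h. The controls of batch 1 that remain in the 18 libraries hold at most 16 counts of avp.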

Several studies suggested crosstalk between avp and oxt signaling in the modulation of social behavior [49,117,118], suggesting that both systems might act in synergy in the increased anxiety observed after irradiation. In zebrafish, oxytocin has been proven to not take part in the regulation of the stress response when acting through its receptors [49,119]. However, we cannot rule out that a decrease in the degree of sociability could be an indirect consequence of the stress response observed. Functional studies could be useful to precisely understand if these two responses (stress and sociability) are independent in the context of chronic low and moderate dose rates of ionizing radiation.

Finally, transcriptomic analysis also revealed the upregulation of *tph1a* and *tph2* at 0.5 mGy/h and 5 mGy/h, two genes coding for enzymes essential for serotonin synthesis. 

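In the order of replicates, tph1a held 15.4, 2.33 and 1.81 CPM in the controls of batch 1, 1.89, 15.4 and 9.67 CPM at 0.5 mGy/h and 14.7, 21.6 and 21.4 CPM at 5 mGy/h. For tph2 the values were 25.7, 0.546 and 0.801 CPM in controls, 0.381, 22.8 and 5.76 CPM at 0.5 mGy/h and 17, 27.3 and 28.8 CPM at 5 mGy/h. The highest control and the lowest 0.5 mGy/h library of both genes are the libraries left out of the 18-library fits. In batch 2, the 6 controls held 2.64 to 28.6 CPM of tph1a and 0.494 to 27.4 CPM of tph2, a range that contains all 6 libraries at 0.05 mGy/h, at 7.44 to 13.3 CPM and 3.1 to 12.7 CPM. Leaving out 0.5 mGy/h replicate 2 turned the log2 fold change at 0.5 mGy/h to -0.17 for tph1a and to -1.56 for tph2. With each library left out in turn, the highest values were 2.12 and 3.83.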

The serotonin levels in the brain were correlated to the maturation of shoaling behavior during zebrafish development [120]. Moreover, the interactions between the serotonin and oxytocin systems were suggested in humans and mice [46,47]. Serotonin plays also a role in the stress response by the activation of the HPA axis in mammals and studies in zebrafish with 5HT agonist/antagonist receptors showing an impact on anxiety-like behaviors [121,122]. 

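The gene slc18a2 (ENSDARG00000015110) was at 0.669 ± 0.199 CPM (SD, n = 3) in the controls of batch 1, 0.654 ± 0.121 CPM (SD, n = 3) at 0.5 mGy/h and 1.95 ± 1.42 CPM (SD, n = 3) at 5 mGy/h. The log2 fold changes were -0.033 (standard error 0.642, edgeR FDR 1) and 1.54 (standard error 0.641, edgeR FDR 0.839), the latter not distinguishable from the spread between replicates after adjustment. The 5 mGy/h libraries held 0.377, 2.33 and 3.15 CPM, the first of them below every control. Batch 2 held more of this transcript, with 5.41 to 7.68 CPM in 5 controls, 0.392 CPM in control replicate 6 and 5.63 to 7.88 CPM at 0.05 mGy/h, and against the pooled controls the log2 fold change at 5 mGy/h was -1.17. In the 18 libraries it was 1.81 in edgeR (FDR 1) and 1.78 in DESeq2 with a batch term (adjusted p = 0.0257).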

Our results also showed the dysregulation of the transporter *slc18A2*, also known as *vesicular monoamine transporter 2* (or *VMAT2*), which transports either serotonin or dopamine. The knock out of the dopamine transporter (DAT) in zebrafish resulted in a chronic anxiety-like state [123]. Hence, the modification of serotonin and dopamine availability might participate in the behavioral patterns observed. The stress response observed after irradiation involved thus a complex interaction between various neurohormones and neurotransmission, which together drive the acclimation of fish subjected to chronic environmental stress.

## 5. Conclusions

In this study, we aimed at elucidating the relation between the molecular and behavioral effects under chronic low to moderate dose rates of IR. Our results show the emergence of a stress response, highlighted by genes known to be involved in the HPI axis or coding for neurohormones (oxytocin, arginine-vasopressin) and neurotransmitters (serotonin, dopamine but not acetylcholine) that play a role in the regulation of anxiety-like behavior. This stress response is translated at the individual scale by hypolocomotion, increased freezing and social stress. We demonstrated that the effects on locomotion were not linked to the alteration of AChE activity in the brain or at the level of neuromuscular junctions. Finally, we confirmed by RNA in situ hybridization the increased expression of *oxt* and *crx* in the VZ of the PPa, suggestive of modulations of neurohormone production in the PPa to regulate stress behavior. Together, these findings highlight the intricate interaction between neurohormones, neurotransmission and neurogenesis to balance disturbed brain homeostasis caused by chronic exposure to IR.

## Figures and Tables

**Figure 1:**
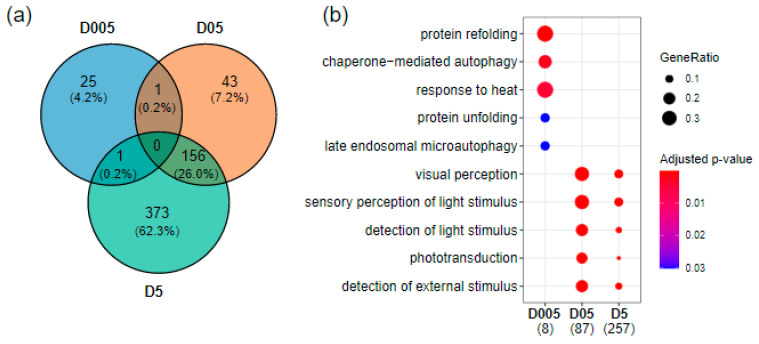
Transcriptomics effects of radiation exposure on zebrafish telencephalon. (**a**) Venn diagram of differentially expressed genes at the three dose rates (|fold change| ≥ 1.5 and adjusted *p*-value < 0.05. (**b**) GO enrichment of biological processes using human orthologues showing the top enriched pathways at D005 (0.05 mGy/h), D05 (0.5 mGy/h) and D5 (5 mGy/h). The numbers in brackets correspond to the number of genes present in the enriched GO terms. The dot size corresponds to the fraction of genes in a given GO term compared to all DEG (GeneRatio).

**Figure 2:**
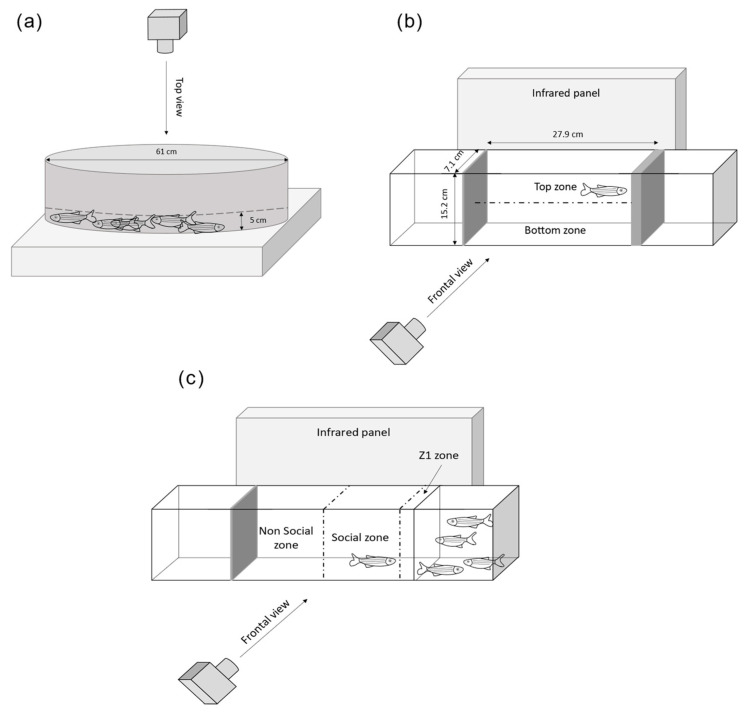
Experimental setup of the three behavioral tests. (**a**) The shoaling test, (**b**) the novel tank test, (**c**) the social preference test [57,58,59].

**Figure 3:**
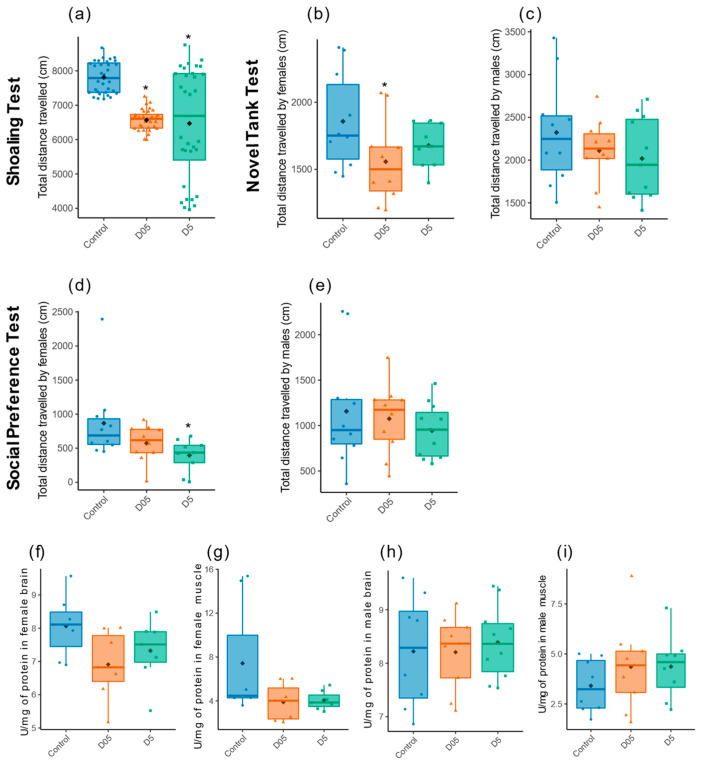
Effect of radiation exposure on locomotor activity and dosage of Acetylcholinesterase activity. Total distance travelled in centimeter (cm) was evaluated by (**a**) Shoaling test (*n* = 32), (**b**,**c**) Novel tank test and (**d**,**e**) Social preference test in females zebrafish (*n* = 9–10) and males (*n* = 10–11). Data are represented by mean (black point), median (horizontal line) and ±75th and 25th percentiles, and significance assessed by Gamma generalized linear mixed models (a) or Gaussian linear effects models (**b**–**e**). Measure of AChE activity in (**f**) brain and (**g**) muscle of females, and in males (**h**,**i**). Data are represented by mean (black point), median (horizontal line) and ±75th and 25th percentiles of 7 individuals per condition. AChE activity is shown as enzymatic activity Unit per mg of protein (U/mg protein). Statistical analysis was performed by using one-way ANOVA followed by Dunnet post-hoc test. * *p* < 0.05.

**Figure 4:**
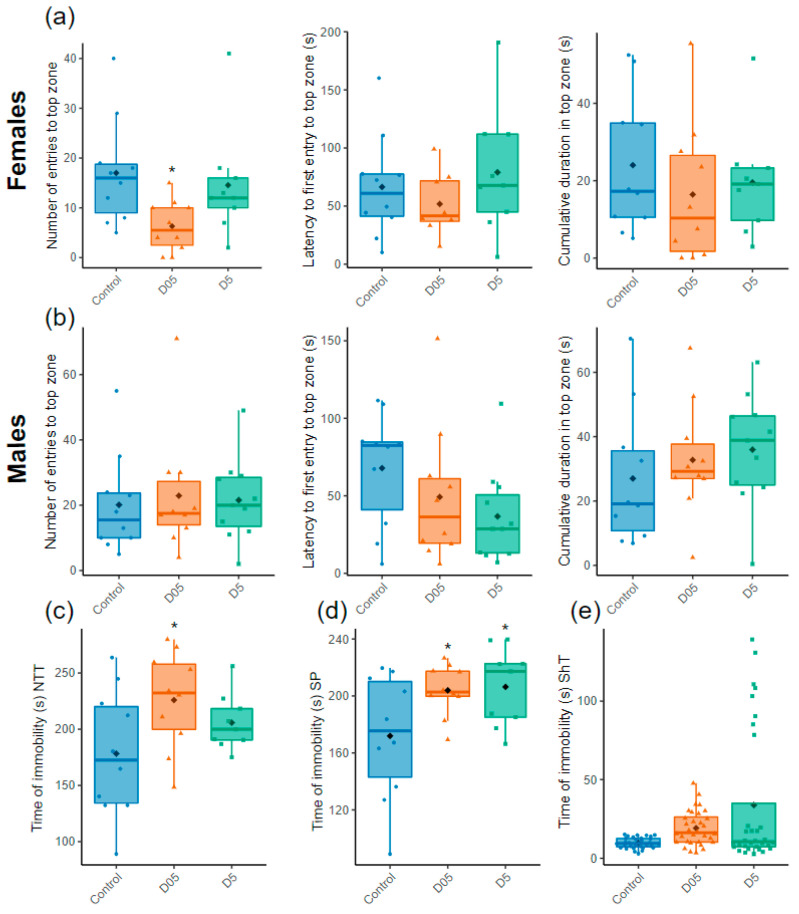
Assessment of stress behavior. (**a**) Number of entries, latency to first entry and time spent in the top zone in the novel tank test (NTT) for females and (**b**) males (*n* = 9–11). (**c**) Time of immobility of females in the NTT (*n* = 9–10), (**d**) the Social Preference test (SP) (*n* = 9–10 females or males) and (**e**) the Shoaling test (ShT) (*n* = 32 both females and males). Data are represented by mean (black point), median (horizontal line), ±75th and 25th percentiles and analyzed with negative binomial mixed effect models (**a**,**b**, left panels) or Gaussian linear effects models (**a**,**b**, middle and right panel, **c**,**d**) or Gamma generalized linear mixed models (**e**). * *p* < 0.05.

**Figure 5:**
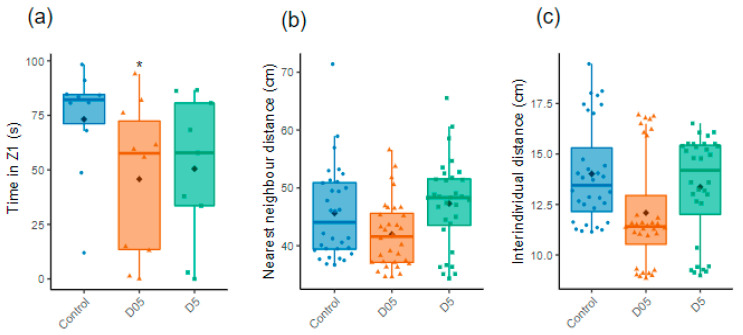
Assessment of individual and group social behavior. (**a**) Time in Z1 evaluated for females during the Social Preference test (*n* = 9–10). (**b**) Nearest neighbor distances and (**c**) Inter-individual distances analyzed during the Shoaling test (ShT) (*n* = 32). Data are represented by mean (black point), median (horizontal line), ±75th and 25th percentiles and analyzed with Gaussian linear effect model (**a**), Gamma generalized linear mixed models (**b**,**c**). * *p* < 0.05.

**Figure 6:**
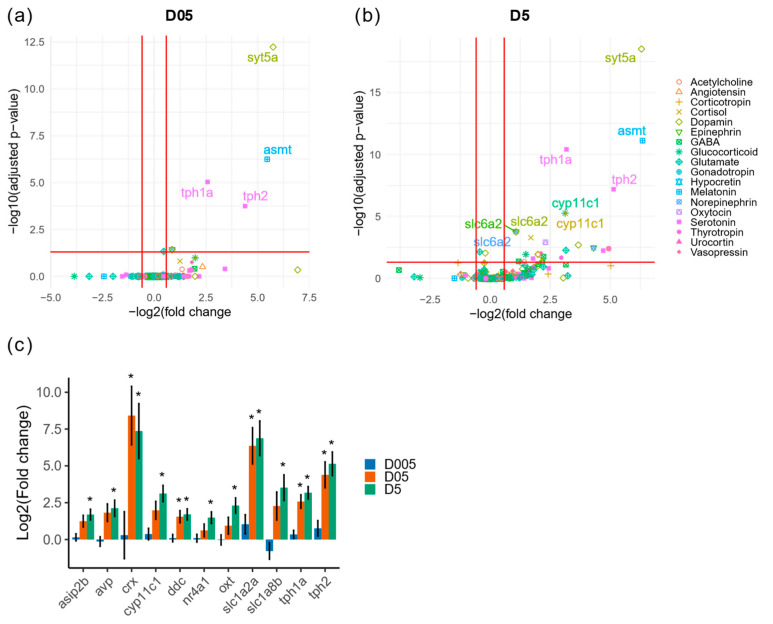
Transcriptomic analysis of genes with function in neurotransmission or neurohormones. (**a**) Volcano plot of differentially expressed genes with function in neurotransmission or brain neurohormones at D05 (0.5 mGy/h) and (**b**) at D5 (5 mGy/h). The biological process associated to each gene is indicated by the color and shape code. (**c**) Change in expression of dysregulated genes. * Indicate adjusted *p*-value (<0.05).

**Figure 7:**
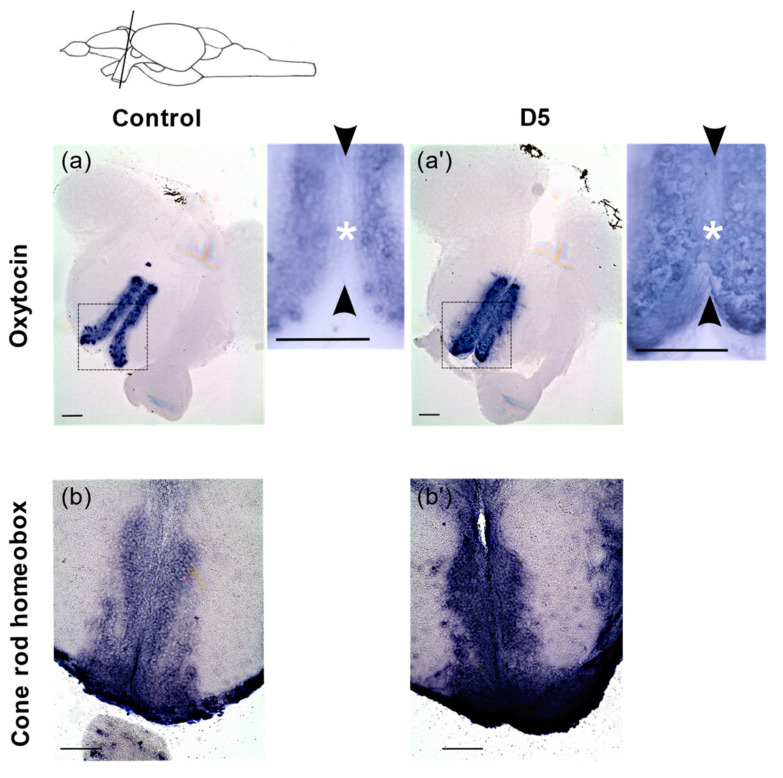
RNA in situ hybridization on adult brain sections showing expression of *oxt* and *crx* expressing cells. (**a**,**a**′) Coronal sections of brain showing expression of *oxt* in the anterior parvocellular preoptic nucleus (PPa) in control and 5mGy/(D5) irradiated fish. The black rectangle represents the area for the higher magnification images. (**b**,**b**′) Expression of *crx* in the PPa in the control and after irradiation at 5 mGy/h(D5). The black arrow heads delineate the ventricular zone (VZ) in the medial ventricular zone of the PPa and the white asterisk represents the location of VZ progenitors where ectopic expression is detected. Scale bar = 100 µm. The scheme at the top represents the location of the coronal sections in the brain.

## Data Availability

Transcriptomics data are available under the Gene Expression Omnibus GEO repository: GSE206573.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14153793/s1, Table S1: Effective dose rates estimated by MCNP; Table S2: Go terms associated to neurohormones or neurotransmitters used for the production of the volcano-plots of differentially expressed genes; Table S3: Enrichment of GO pathways (Biological process and Molecular Function) using zebrafish genes and human orthologues; Table S4: Differential expression analysis of neurohormones and neurotransmitters. 

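Table S1 gives the dose rates that a Monte Carlo model of radiation transport (MCNP) estimated for each tank, from the position of the tank relative to the source, with their mean and standard deviation. It has a sheet for the behavioral tests, with tanks of the middle and the highest dose rate, and a sheet for RNA sequencing, with tanks of the lowest and the highest dose rate. In the sheet for RNA sequencing, the tanks of each dose rate fall into a lower and a higher group, and no tank is listed for 0.5 mGy/h. The table does not say which tank each library came from, so these estimates were not used here.

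Table S2 names the Gene Ontology terms by which genes were assigned to each neurohormone or neurotransmitter, and those terms define the genes of Table S4. Table S3 gives, for each dose rate, the terms enriched among the genes that changed, with an adjusted value for each enrichment and the genes behind it. One part uses the zebrafish genes and the other their human orthologues, and some lists of genes end before their last entry in the version used here, so that 25 genes could be read under visual perception. The heat shock term discussed for the lowest dose rate appears only with human orthologues.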

The process (from Gen Ontology) is indicated for each gene; Figure S1: Quantification of signal intensity of *oxytocin* by determining the integrated density.

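For each gene, Table S4 gives the log2 fold change and the adjusted p at each dose rate. The last pair of columns is headed as the middle dose rate a second time, and its values are those of 5 mGy/h. The fold changes of the table were set against those computed here. Over 367 genes with all libraries, the root mean square difference between the log2 fold changes of edgeR and those of Table S4 was 0.67 at 0.5 mGy/h and 0.58 at 5 mGy/h, and over 349 genes it was 0.25 at 0.05 mGy/h. With DESeq2 on all 21 libraries and 5 groups it was 0.83, 0.7 and 0.26.

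With DESeq2 on the 18 libraries and 5 groups, the difference fell to 2.3e-05, 2.6e-05 and 6e-06 over 448 genes, and the largest for a single gene was 0.000206. These libraries were chosen by that difference. The search compared 162 sets that leave out at most 1 library of each group, over 3 comparisons and both count columns, and 160272 sets that ignore the labels. At 0.5 mGy/h the best set left a difference of 0.266 on the measure used in the search and the second best 0.358, at 5 mGy/h these were 0.188 and 0.356, and at 0.05 mGy/h 0.0158 and 0.0757.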

# Supplementary material for: Revealing the Increased Stress Response Behavior through Transcriptomic Analysis of Adult Zebrafish Brain after Chronic Low to Moderate Dose Rates of Ionizing Radiation
**Source:** Cancers (Basel). 2022 Aug 4;14(15):3793. doi: 10.3390/cancers14153793
**Supplement:** Supplementary file 1

**Table S2. Go terms associated to neurohormones or neurotransmitters for the volcano-plot of differentially expressed genes (DEG).**

| Neurohormones/<br>neurotransmitters | Go terms                                                                                                                                                                                                                                                                           |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Acetylcholine                       | GO:0008292, GO:0022848, GO:0015464, GO:0042166, GO:0005892, GO:0071340, GO:0016907, GO:0007197, GO:0005277, GO:0007213, GO:0033130, GO:1904395, GO:0003990, GO:0006581, GO:0030548, GO:0030550                                                                                     |
| Angiotensin                         | GO:0031701, GO:0038166, GO:0003081, GO:0002003, GO:0004945, GO:0001596, GO:0086097                                                                                                                                                                                                 |
| Arginin-<br>vasopressin             | GO:0005000, GO:0001992                                                                                                                                                                                                                                                             |
| Corticotropin                       | GO:0004978, GO:0071376, GO:0043404, GO:0051424, GO:0051460, GO:1900011, GO:0051431, GO:0051429                                                                                                                                                                                     |
| Cortisol                            | GO:0051414, GO:0034650, GO:0034651                                                                                                                                                                                                                                                 |
| Dopamine                            | GO:0004968, GO:0097211, GO:0005183, GO:0031530                                                                                                                                                                                                                                     |
| Epinephrin                          | GO:0001994, GO:0042421, GO:0032812, GO:0048242, GO:0071871, GO:0042415, GO:0005334, GO:0015874, GO:0051620                                                                                                                                                                         |
| GABA                                | GO:0097154, GO:0004890, GO:0022851, GO:0051932, GO:1902711, GO:0032228, GO:0004965, GO:0050811                                                                                                                                                                                     |
| Glucocorticoid                      | GO:0051384, GO:0004883, GO:0042921, GO:0043402, GO:0006704, GO:0035259, GO:0031943, GO:0071385                                                                                                                                                                                     |
| Glutamate                           | GO:0004970, GO:0008066, GO:0035235, GO:0035249, GO:0004971, GO:0032281, GO:0098978, GO:0004972, GO:0017146, GO:0008328, GO:0015277, GO:0032983, GO:0007216, GO:0051966, GO:0035256, GO:0001641, GO:0007196, GO:0051967, GO:2000312, GO:0035255, GO:0051968, GO:0098990, GO:1905962 |
| Gonadotropin                        | GO:0004968, GO:0097211, GO:0005183, GO:0031530                                                                                                                                                                                                                                     |
| Hypocretin                          | GO:0031771, GO:0031772, GO:0042324                                                                                                                                                                                                                                                 |
| Melatonin                           | GO:0008502, GO:0030186, GO:0030187                                                                                                                                                                                                                                                 |
| Norepinephrine                      | GO:0001994, GO:0042421, GO:0042415, GO:0005334, GO:0015874, GO:0051620                                                                                                                                                                                                             |
| Oxytocin                            | GO:0004990                                                                                                                                                                                                                                                                         |
| Serotonin                           | GO:0004993, GO:0051378, GO:0007198, GO:0098664, GO:0005335, GO:0051610, GO:0006837, GO:0031821, GO:0042427, GO:0042428, GO:0007210                                                                                                                                                 |
| Thyrotropin                         | GO:0031531, GO:0004997, GO:0008437                                                                                                                                                                                                                                                 |

How the deposited data were processed for this re-analysis (not part of the article)

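RNA of telencephalons from unexposed adult zebrafish and from fish kept at 0.05, 0.5 or 5 mGy/h had been sequenced as 21 libraries. The authors deposited counts for each library, the number of reads assigned to each of 32057 Ensembl genes by RNA-STAR, without normalization. The paper states that reads were aligned to GRCz11 with Ensembl release 98. Each file holds counts without regard to strand and counts for either strand. The counts of column 4, the strand of a stranded library of this kind, were used, and the unstranded counts were used as an alternative. The paper's text does not name the column that was tested. The batch, the dose rate and the replicate number of each library were taken from its label. Gene names were paired with 29004 of the IDs.

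Between 34.5 M and 128 M reads per library (M, megareads) are accounted for in the counts, including those that were not assigned to a gene. The reads counted on genes are given per group beside the design. Shares and floors drawn from these depths cover counting error only, since reads that are copies of the same molecule are not independent.

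The main comparisons were made with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on low counts and the quasi-likelihood test, within each batch. The 3 groups of batch 1 shared a fit. Genes with an FDR under 0.05 and a fold change of at least 1.5 in either direction were counted. A difference between the changes at dose rates of different batches was tested as an interaction over all 21 libraries. DESeq2 1.42.0 was an alternative, where the paper names DESeq2 1.30.1. Means of marker genes were computed as log2 of CPM plus 0.5 and compared by exact permutation tests, 48 in all, with Benjamini-Hochberg adjustment.

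The genes named are every gene that the paper names in its results, its discussion or Figure 6 and that the files hold, up to 3 genes in each direction per comparison that passed the thresholds with no overlap between groups, and members of marker sets where a set is reported. Where a gene name belongs to 2 IDs, values are given for both. Lists of marker genes and of genes of damage processes were written before the counts were read. The genes of the visual perception term were fixed then as well. The other terms of Table S3 were added afterwards.

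Alternatives were DESeq2 with and without its treatment of outlying counts, RLE size factors, no count filter, a minimum of 10 counts in every library, robust dispersion, a single edgeR fit of all libraries, DESeq2 on all libraries with a batch term, DESeq2 with the 9 controls pooled, no fold change threshold, a test against a fold change of 1.5, replicate number as a block, a fit of the 2 groups compared, and leaving out each library in turn. Fits on 18 libraries were added after the values had been seen. The 3 libraries they leave out were found by comparing fold changes with Table S4 over 162 sets that leave out at most 1 library of each group, and over 160272 sets that ignore the labels, followed by several exploratory DESeq2 fits. DESeq2 fits with 5 groups, with unstranded counts and with the labels of 2 libraries exchanged were also added then.

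Both tools were tested on simulated data with 200 changed genes in each design. With the spread of each gene kept, edgeR recovered 35% of them in batch 1, 64.5% in batch 2 and 57.5% in the 18 libraries, and 5.41%, 3.73% and 5.74% of the genes it returned had not been changed. DESeq2 recovered 57%, 76% and 68%, and 37%, 20% and 24.4% of the genes it returned had not been changed. With the spread taken from a trend, these shares were 2.08%, 4.55% and 4.2% for edgeR and 24%, 16% and 19.5% for DESeq2. They depend on how many genes were changed and by how much, and do not give the share in lists from the real data.

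The enrichment of Gene Ontology terms, in situ hybridization, behavior and acetylcholinesterase activity were not analysed here. The estimated dose rates of Table S1 were not used here, since the table does not link tanks to libraries.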

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

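The tests named here for the pineal organ, the eye, the clock genes and the regroupings of libraries were chosen beforehand. The parts of them that use lists or fits of the 18 libraries were added only after the values had been seen. Tests on irradiation as a reason for the pineal markers, on exchanged labels, on library size and on tmsb1 were also chosen only then.

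A library far from the other libraries of its group was looked for in the groups of 6, in 110 sets of values (totals, named genes and means of marker genes on the log2 CPM scale). The measure was Dixon's ratio, the gap of the extreme library to its nearest neighbor over the range of the group, set against its critical value for 6 values at the 5% level. That value was exceeded 24 times, where 5.5 would be by chance, and 12 of these were in control batch 2 replicate 6. In that library, with its own value against the range of the other controls of batch 2, the ratio was 0.667 (10.29 against 5.35 to 6.99) for oxt, 0.797 (4.20 against 0.030 to 0.88) for avp, 0.853 (-0.16 against 2.56 to 3.03) for slc18a2, 0.905 (3.15 against 5.27 to 5.49) for shank2a and 0.76 (-0.79 against 0.64 to 1.09) for oxtr. It was 0.737 (8.12 against 6.84 to 7.18) for hspa8 and 0.733 (10.17 against 8.24 to 8.76) for hsp90aa1. For the means of marker genes it was 0.763 (6.67 against 3.81 to 4.49) for preoptic and hypothalamic genes, 0.665 (5.17 against 3.47 to 4.04) for blood, 0.679 (3.85 against 3.11 to 3.35) for inflammation, 0.812 (4.59 against 4.05 to 4.15) for DNA damage and 0.87 (6.00 against 4.65 to 4.82) for oxidative stress.

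The values of control batch 2 replicate 6 deviated from the other controls in the same genes as those of 5 mGy/h replicate 1, with a correlation of 0.79 over 19325 genes, which are not independent replicates. Its correlation with the other libraries of batch 2 was between 0.817 and 0.848, where the other 11 had at least 0.977 among themselves. Of its reads, 8.66% did not map and 17.3% fell on no gene, and its 20 highest genes took 16% of the counts, the highest of the 21 libraries for the unmapped share and the count share and the lowest for the share on no gene. Library size was not the reason, since its total ranked 9 of 12 and that of 5 mGy/h replicate 1 ranked 2 of 9, inside the range of their batches. A gene length was at hand for 70.1% of the genes and was not set against the pattern, so that a bias by gene length is left open. One library is unexposed and the other irradiated, and no biological explanation was tested.

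In control batch 2 replicate 4, the ratio was 0.692 (-0.39 against 2.56 to 3.87) for the second cnga1 ID, 0.632 (1.84 against 4.49 to 6.04) and 0.79 (-0.29 against 2.72 to 3.51) for the pde6b IDs and 0.696 (-0.14 against 3.38 to 4.93) and 0.709 (0.46 against 3.34 to 4.53) for the grk7 IDs. It was 0.643 (0.75 against 2.66 to 3.71) for the pineal markers and 0.688 (3.50 against 4.27 to 4.62) for retina markers outside the pineal organ. In batch 1, the pineal mean of control batch 1 replicate 1 was 4.12, the highest of batch 1, although that library is unexposed. The SD of the pineal mean within a group was 2 in the controls of batch 1 and 1.8 at 0.5 mGy/h, against 0.0101 and 0.116 for telencephalic markers. It was 0.318 and 0.092 at 5 mGy/h, 1 and 0.173 in the controls of batch 2 and 0.178 and 0.159 at 0.05 mGy/h.

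Irradiation as a reason for the spread of the pineal markers was set against the batch with 6 libraries per group, where the means were 2.77 ± 0.178 at 0.05 mGy/h and 2.66 ± 1 in controls (SD, n = 6, exact permutation test, two-sided, p = 0.944, BH-adjusted 1). That batch holds no dose rate above 0.05 mGy/h, so this test cannot decide the question for 0.5 and 5 mGy/h. Unexposed libraries carried the markers there, 5 of 6. RNA of the pineal organ in some dissected samples may be a reason. Of the genes that the DESeq2 lists of the 18 libraries shared at 0.5 and 5 mGy/h, the 130 that are not markers and were counted in batch 2 had a median correlation with the pineal mean of 0.77 over the 12 libraries of that batch, and the highest median of 10000 random lists was 0.27. Without control replicate 6 it was 0.79, without replicate 4 it was 0.63 and without both it was 0.43, so that part of it rests on these libraries. The markers were not higher in every irradiated library than in every control, as the test also asked. The 342 genes that were in the list of 5 mGy/h alone had a median correlation of -0.47 over 12 libraries, -0.00092 without control replicate 6, -0.77 without replicate 4 and 0.14 without both. RNA from the eye is another candidate explanation. The highest level of any of 5 cone opsin genes was 1.57 CPM, and 0 of them were called in the 18 libraries, but the rhodopsin ID listed under visual perception reached 301 CPM (the other 2 rhodopsin IDs at most 1.29 CPM, called in 0 cases) and retina markers outside the pineal organ had a mean of 2.33 at 5 mGy/h against 1.62 in controls (exact permutation p = 0.2, BH-adjusted 0.828). The higher level of photoreceptor and melatonin genes that the 18-library fits gave at 0.5 and 5 mGy/h therefore cannot be told apart from RNA of the pineal organ. The low cone opsin and rhodopsin IDs speak against the eye as the main source, and a share of RNA from the eye cannot be told apart with these values. With all libraries, 0 of the 25 visual perception genes reached an unadjusted p under 0.05, with 10 of them lower at 0.5 mGy/h and 1 lower at 5 mGy/h.

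For an exchange of the labels of control batch 1 replicate 1 and 0.5 mGy/h replicate 1, the test counted the control libraries of batch 2 that carried the pineal markers. They were 5. That number has no bearing on labels of batch 1, so the test could not decide the question, and by it the spread of the markers cannot be told apart from an exchange. Other values, looked at only after the result was seen, go both ways. The regrouping that makes this exchange gave 108 genes at 0.5 mGy/h, against 1 with the given labels. DESeq2 on 21 libraries in 5 groups gave 286 with the labels exchanged, against 5. The levels of grin3a and tmsb1 go with the given labels. The controls of batch 1 held at most 14.8 CPM of grin3a and 0.5 mGy/h replicate 1 held 19.1 CPM. For tmsb1, control batch 1 replicate 1 held 3 counts and 0.5 mGy/h replicate 1 held 231. Both genes separate the groups under the given labels, and tmsb1 was picked for that, so that an exchange is left open.

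At 0.05 mGy/h, replicate 1 differed in crx, with a ratio of 1 that stands for 1 count against 0 in the other libraries, and in senescence genes with 0.883 (3.47 against 4.32 to 4.43). In replicate 4, the ratio was 0.629 (3.43 against 2.77 to 3.02) for habenula markers and 0.79 (4.14 against 4.06 to 4.08) for DNA damage genes, and in replicate 5 it was 0.66 (0.46 against 0.90 to 1.13) for pituitary markers. No explanation was tested for these 5 values, and chance gives 2.75 over the 55 sets of this group.

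The genes that passed the thresholds with all libraries are not among those the paper discusses. The expression of tmsb1 was at least 160-fold higher at 0.5 mGy/h than in the controls of batch 1 and at least 152-fold lower at 5 mGy/h than at 0.5 mGy/h. Of the regroupings that part all same-numbered pairs, the real one included, 3 of 4 gave at least as many genes at 0.5 mGy/h and 1 of 4 between 5 and 0.5 mGy/h, and over all regroupings these were 4 of 10 and 1 of 10. The most genes that a regrouping gave at 0.5 mGy/h were 108, in the regrouping that exchanges control batch 1 replicate 1 with 0.5 mGy/h replicate 1. With 4 or 10 regroupings no share under 0.05 is possible, so that this leaves the counts undecided. Irradiation as the reason is set back by the unexposed fish of batch 2, of which 5 libraries of 6 were above 3 counts. A variant carried by some of the pooled fish may be a reason, as 1 library of batch 2 was at or under 3 counts, but without genotypes the pattern cannot be told apart from that explanation.

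The log2 fold change of per2 at 5 mGy/h was -1.10, lower in 3 of 3 libraries than in every control, where chance separates 3 from 3 in 10% of cases. For the count of genes at 5 mGy/h, 2 of 4 regroupings that part all pairs gave as many genes (4 of 10 over all). With so few regroupings this test could not have excluded chance, and it counts any gene and not per2 itself, so that it leaves the call undecided. With each library left out in turn, the log2 fold change of per2 stayed between -1.20 and -1.06, and in 8 of these 9 fits 0 genes passed. A difference in the time of day of sampling may be a reason, since 4 of 11 other clock genes reached an unadjusted p under 0.05 at 5 mGy/h with all libraries, and 0 passed. With DESeq2 and a batch term on the 18 libraries, 0 reached it. At 0.5 mGy/h, 1 of the 11 reached it with all libraries, and chance gives 0.55 in each comparison. The level of per2 at 5 mGy/h cannot be told apart from a difference in sampling time. The log2 fold change of hmgb3 at 0.05 mGy/h was -0.98, lower in 6 of 6 irradiated libraries than in every control. For that count, 1 of 32 regroupings that part all pairs, the real one, gave as many genes, and 2 of 100 drawn from all. This does not speak for a chance regrouping, but the replicate block returned 0 genes (888 at an unadjusted p under 0.05), and a biological reading is a hypothesis, since other technical explanations were not tested.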

How the results depend on the processing

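Of the tests in this part, the fits on 18 libraries, those with 5 groups, with exchanged labels and with unstranded counts were chosen after the result was seen, and the remaining alternatives were set before the data were examined. The cause was not tested for the changes below unless a value is given for it.

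The counts of genes with all libraries were 1 at each dose rate and 1 between 5 and 0.5 mGy/h, and the counts of the lists were 0. RLE size factors, no count filter, robust dispersion and no fold change threshold left all 4 counts at 1, which says nothing on which genes they were. With DESeq2 within the batch there were 15 genes at 0.05 mGy/h, 11 and 88 genes at 0.5 and 5 mGy/h, 48 genes at 5 against 0.5 mGy/h, 4 genes shared by 0.5 and 5 mGy/h and 2 neurohormone and neurotransmitter genes at 5 mGy/h. That setting also gave 1 heat shock gene at 0.05 mGy/h, 2 genes whose change at 0.5 mGy/h differed from that at 0.05 mGy/h and 4 genes whose change at 5 mGy/h differed from that at 0.05 mGy/h. With DESeq2 without Cook's cutoff there were 15 genes at 0.05 mGy/h, 11 and 89 genes at 0.5 and 5 mGy/h, 54 genes at 5 against 0.5 mGy/h, 4 genes shared by 0.5 and 5 mGy/h and 2 neurohormone and neurotransmitter genes at 5 mGy/h. That setting also gave 1 heat shock gene at 0.05 mGy/h. With all 21 libraries in a single edgeR fit there were 2 genes at 0.05 mGy/h, 0 and 0 genes at 0.5 and 5 mGy/h and 0 genes at 5 against 0.5 mGy/h. With DESeq2 on 21 libraries with a batch term there were 31 genes at 0.05 mGy/h, 5 and 79 genes at 0.5 and 5 mGy/h, 73 genes at 5 against 0.5 mGy/h, 1 gene shared by 0.5 and 5 mGy/h and 1 gene shared with 0.05 mGy/h. That setting also gave 5 neurohormone and neurotransmitter genes at 5 mGy/h and 1 heat shock gene at 0.05 mGy/h. With DESeq2 and the 9 controls pooled there were 53 genes at 0.05 mGy/h, 449 and 143 genes at 0.5 and 5 mGy/h, 52 genes shared by 0.5 and 5 mGy/h, 3 genes shared with 0.05 mGy/h and 19 and 6 neurohormone and neurotransmitter genes at 0.5 and 5 mGy/h. That setting also gave 2 heat shock genes at 0.05 mGy/h and 1 damage process gene at 0.5 mGy/h. With a test against a fold change of 1.5 there were 0 genes at 0.05 mGy/h and 0 genes at 5 mGy/h. With replicate number as a block there were 0 genes at 0.05 mGy/h, 0 and 0 genes at 0.5 and 5 mGy/h and 0 genes at 5 against 0.5 mGy/h. With at least 10 counts in every library there were 0 genes at 0.5 mGy/h and 0 genes at 5 against 0.5 mGy/h. With only the 2 groups compared there were 0 and 0 genes at 0.5 and 5 mGy/h and 0 genes at 5 against 0.5 mGy/h. With the adjustment over the list alone there were 1 neurohormone and neurotransmitter gene at 5 mGy/h. The pooled fit has no comparison of 5 with 0.5 mGy/h, and the fit of only the 2 groups compared has none at 0.05 mGy/h, where batch 2 holds no other group.

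Across the fits that each left out 1 library, there were from 0 to 8 genes at 0.05 mGy/h, from 0 to 1 genes at 0.5 mGy/h, from 0 to 1375 genes at 5 mGy/h and from 0 to 1185 genes at 5 against 0.5 mGy/h. The lists and the differences between dose rates had from 0 to 46 neurohormone and neurotransmitter genes at 5 mGy/h, from 0 to 2 heat shock genes at 0.05 mGy/h, from 0 to 2 damage process genes at 5 mGy/h, from 0 to 3 genes whose change at 0.5 mGy/h differed from that at 0.05 mGy/h and from 0 to 3 genes whose change at 5 mGy/h differed from that at 0.05 mGy/h. In log correlation, 5 mGy/h replicate 1 had 0.937 and 0.924 with the other libraries of its group, which had 0.99 with each other. The highest counts at 5 mGy/h came without 5 mGy/h replicate 1, where 1325 of 1375 genes were higher. Of these, 1318 were also tested in batch 2, and 97.4% deviated in control batch 2 replicate 6 against the direction of the call, against 66.2% of all genes. The genes called may therefore follow the axis on which that unexposed library deviates, which 5 mGy/h replicate 1 shares.

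The fits chosen after the values were seen gave the following counts. With edgeR on the 18 libraries there were 8 genes at 0.05 mGy/h, 43 genes at 5 mGy/h, 3 neurohormone and neurotransmitter genes at 5 mGy/h, 10 visual perception genes at 5 mGy/h and 2 heat shock genes at 0.05 mGy/h. It also gave 3 G protein-coupled receptor genes at 5 mGy/h, 1 serotonin gene at 5 mGy/h, 2 retinoid binding genes at 5 mGy/h, 1 axon extension gene at 5 mGy/h and 2 optokinetic genes at 5 mGy/h. It also gave 6 genes whose change at 0.5 mGy/h differed from that at 0.05 mGy/h and 64 genes whose change at 5 mGy/h differed from that at 0.05 mGy/h. With DESeq2 on the 18 libraries within the batch there were 35 genes at 0.05 mGy/h, 184 and 270 genes at 0.5 and 5 mGy/h, 45 genes at 5 against 0.5 mGy/h, 152 genes shared by 0.5 and 5 mGy/h and 1 gene shared with 0.05 mGy/h. It also gave 6 and 10 neurohormone and neurotransmitter genes at 0.5 and 5 mGy/h, 20 and 22 visual perception genes at 0.5 and 5 mGy/h, 2 heat shock genes at 0.05 mGy/h, 6 and 6 G protein-coupled receptor genes at 0.5 and 5 mGy/h and 2 and 3 serotonin genes at 0.5 and 5 mGy/h. It also gave 5 and 5 retinoid binding genes at 0.5 and 5 mGy/h, 4 and 4 axon extension genes at 0.5 and 5 mGy/h and 3 and 4 optokinetic genes at 0.5 and 5 mGy/h. With DESeq2 on the 18 libraries in 5 groups there were 26 genes at 0.05 mGy/h, 200 and 530 genes at 0.5 and 5 mGy/h, 251 genes at 5 against 0.5 mGy/h, 156 genes shared by 0.5 and 5 mGy/h and 2 genes shared with 0.05 mGy/h. It also gave 5 and 23 neurohormone and neurotransmitter genes at 0.5 and 5 mGy/h, 21 and 25 visual perception genes at 0.5 and 5 mGy/h, 2 heat shock genes at 0.05 mGy/h, 6 and 6 G protein-coupled receptor genes at 0.5 and 5 mGy/h and 3 and 3 serotonin genes at 0.5 and 5 mGy/h. It also gave 5 and 6 retinoid binding genes at 0.5 and 5 mGy/h, 4 and 5 axon extension genes at 0.5 and 5 mGy/h and 3 and 4 optokinetic genes at 0.5 and 5 mGy/h. With DESeq2 on the 18 libraries with a batch term there were 27 genes at 0.05 mGy/h, 200 and 530 genes at 0.5 and 5 mGy/h, 251 genes at 5 against 0.5 mGy/h, 156 genes shared by 0.5 and 5 mGy/h and 2 genes shared with 0.05 mGy/h. It also gave 5 and 23 neurohormone and neurotransmitter genes at 0.5 and 5 mGy/h, 21 and 25 visual perception genes at 0.5 and 5 mGy/h, 2 heat shock genes at 0.05 mGy/h, 6 and 6 G protein-coupled receptor genes at 0.5 and 5 mGy/h and 3 and 3 serotonin genes at 0.5 and 5 mGy/h. It also gave 5 and 6 retinoid binding genes at 0.5 and 5 mGy/h, 4 and 5 axon extension genes at 0.5 and 5 mGy/h and 3 and 4 optokinetic genes at 0.5 and 5 mGy/h. With DESeq2 on 21 libraries in 5 groups there were 28 genes at 0.05 mGy/h, 5 and 79 genes at 0.5 and 5 mGy/h, 73 genes at 5 against 0.5 mGy/h, 1 gene shared by 0.5 and 5 mGy/h and 1 gene shared with 0.05 mGy/h. That setting also gave 5 neurohormone and neurotransmitter genes at 5 mGy/h and 1 heat shock gene at 0.05 mGy/h. With DESeq2 on the unstranded counts of the 18 libraries there were 33 genes at 0.05 mGy/h, 185 and 494 genes at 0.5 and 5 mGy/h, 253 genes at 5 against 0.5 mGy/h, 146 genes shared by 0.5 and 5 mGy/h and 1 gene shared with 0.05 mGy/h. It also gave 6 and 22 neurohormone and neurotransmitter genes at 0.5 and 5 mGy/h, 19 and 22 visual perception genes at 0.5 and 5 mGy/h, 2 heat shock genes at 0.05 mGy/h, 6 and 6 G protein-coupled receptor genes at 0.5 and 5 mGy/h and 3 and 3 serotonin genes at 0.5 and 5 mGy/h. It also gave 5 and 6 retinoid binding genes at 0.5 and 5 mGy/h, 4 and 5 axon extension genes at 0.5 and 5 mGy/h and 3 and 4 optokinetic genes at 0.5 and 5 mGy/h. With DESeq2 on 21 libraries, 5 groups, 2 labels exchanged there were 31 genes at 0.05 mGy/h, 286 and 352 genes at 0.5 and 5 mGy/h and 116 genes at 5 against 0.5 mGy/h. With DESeq2 on 20 libraries, 5 groups, 2 labels exchanged there were 31 genes at 0.05 mGy/h, 356 and 681 genes at 0.5 and 5 mGy/h and 406 genes at 5 against 0.5 mGy/h.

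The direction of single genes against all libraries also moved. DESeq2 and the 9 controls pooled turned the direction of tph1a (-0.18), nr4a1 (-1.11), ddc (0.22), the second slc1a2 ID (0.21), syt5a (0.14), asmt (0.32), shank2a (0.24) and arl3l2 (0.091) at 0.5 mGy/h. Besides, it turned the second pde6b ID (0.071) and the first grk7 ID (0.36). That fit also turned oxt (-0.31), avp (-0.24), crx (1.49), nr4a1 (-0.21), the second slc1a2 ID (0.052), slc18a2 (-1.17), grin3a (-0.14) and shank2a (0.023) at 5 mGy/h. Besides, it turned oxtr (-0.79). The pooled fit has no batch term, so that a difference between the batches enters its values. Replicate number as a block reversed avp (0.20), syt5a (1.85), asmt (1.03), arl3l1 (1.66), the first pde6b ID (0.64), the second pde6b ID (0.64), the first grk7 ID (1.61) and guca1c (0.43) at 0.5 mGy/h. Further reversals there were oxtr (0.030). The value of crx (1.51) turned at 5 mGy/h. No count filter gave the opposite sign for oxtrl (-0.0016) at 0.5 mGy/h. All 21 libraries in a single edgeR fit turned the direction of oxtrl (-0.0029) at 0.5 mGy/h. DESeq2 on 21 libraries with a batch term reversed oxtrl (-0.0013) at 0.5 mGy/h.

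Fits chosen after the values were seen moved the direction as follows. The fit with edgeR on the 18 libraries turned the direction of oxt (0.95), avp (1.84), asip2b (1.26), ddc (1.56), slc1a8b (2.28), slc18a2 (0.11), syt5a (5.77) and asmt (5.49) at 0.5 mGy/h. Besides, it turned parietopsin (3.43), arl3l2 (1.49), arl3l1 (5.67), the first pde6b ID (3.49), the second pde6b ID (4.58), the first grk7 ID (5.65) and guca1c (3.94). That fit also turned crx (7.17) at 5 mGy/h. DESeq2 on the 18 libraries within the batch reversed oxt (0.94), avp (1.85), asip2b (1.25), ddc (1.56), slc1a8b (2.30), slc18a2 (0.10), syt5a (5.77) and asmt (5.47) at 0.5 mGy/h. Further reversals there were parietopsin (3.48), arl3l2 (1.49), arl3l1 (5.68), the first pde6b ID (3.49), the second pde6b ID (4.58), the first grk7 ID (5.64) and guca1c (3.96). The value of crx (7.42) turned at 5 mGy/h. DESeq2 on the 18 libraries in 5 groups and DESeq2 on the 18 libraries with a batch term gave the opposite sign for oxt (0.94), avp (1.82), asip2b (1.25), ddc (1.55), slc1a8b (2.28), slc18a2 (0.095), syt5a (5.75) and asmt (5.46) at 0.5 mGy/h. Also reversed were parietopsin (3.42), arl3l2 (1.48), arl3l1 (5.66), the first pde6b ID (3.48), the second pde6b ID (4.56), the first grk7 ID (5.62) and guca1c (3.95). For 5 mGy/h this held for crx (7.36). DESeq2 on the unstranded counts of the 18 libraries turned the direction of oxt (0.94), avp (1.7), asip2b (1.24), ddc (1.54), slc1a8b (2.11), slc18a2 (0.12), syt5a (5.72) and asmt (5.45) at 0.5 mGy/h. Besides, it turned parietopsin (1.63), arl3l2 (1.45), arl3l1 (5.66), the first pde6b ID (3.47), the second pde6b ID (4.47), the first grk7 ID (5.62), guca1c (1.80) and oxtr (0.0056). Besides, it turned oxtrl (-0.043). That fit also turned crx (8.05) at 5 mGy/h. DESeq2 on 21 libraries in 5 groups reversed oxtrl (-0.0013) at 0.5 mGy/h. Unstranded counts gave the opposite sign for guca1c (-0.066) at 5 mGy/h.

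Across the fits that each left out 1 library, the direction of 33 log2 fold changes was reversed at least once. Log2 fold changes at 0.5 mGy/h ranged for tph1a from -0.17 to 2.12, tph2 from -1.56 to 3.83, oxt from -1.25 to 0.99, avp from -0.80 to 1.65, crx from -0.68 to 7.60, cyp11c1 from -0.043 to 1.61 and asip2b from -0.60 to 0.93. The values at 0.5 mGy/h ranged for ddc from -0.68 to 1.19, the first slc1a2 ID from -0.47 to 5.72, slc1a8b from -1.68 to 1.81, slc18a2 from -0.18 to 0.23, slc6a2 from -0.14 to 0.68, syt5a from -1.02 to 5.20 and asmt from -1.70 to 4.91. Those at 0.5 mGy/h ranged for aanat2 from -0.82 to 1.53, parietopsin from -1.74 to 2.85, arl3l2 from -0.87 to 1.12, arl3l1 from -0.93 to 5.09, sema3d from -0.29 to 0.86, unc119c from -0.62 to 4.92 and the first cnga1 ID from -1.11 to 5.26. Log2 fold changes at 0.5 mGy/h ranged for the second cnga1 ID from -0.97 to 5.05, the first pde6b ID from -0.98 to 2.98, the second pde6b ID from -1.21 to 4.02, the first grk7 ID from -1.06 to 5.07, the second grk7 ID from -1.04 to 3.87, guca1c from -1.37 to 3.48 and oxtr from -0.24 to 0.29. The values at 0.5 mGy/h ranged for oxtrl from -0.17 to 0.16. Log2 fold changes at 5 mGy/h ranged for avp from -0.29 to 2.16, crx from -1.05 to 7.17, the second pde6b ID from -0.033 to 4.76 and guca1c from -0.41 to 4.21.

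Over all named genes and alternatives, 1578 values kept their direction and their side of the FDR threshold, 180 came to pass it, 49 no longer passed it and 190 were reversed. The number of libraries limits these results. In simulated counts edgeR recovered 35% of changed genes in batch 1, and it returned 74 genes there, so that calls are possible at this size.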

Differences from the paper's values

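The tests in this part that were chosen only after the result was seen are the fits on 18 libraries, those with 5 groups, with exchanged labels and with unstranded counts.

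The paper reports 27 genes at 0.05 mGy/h, where 1 was found here (829 at an unadjusted p under 0.05, fewer than chance would give). Of the alternatives set before the data were examined, DESeq2 on 21 libraries with a batch term, at 31 genes, is within 1.5 times of it, and the others are not. The paper reports 200 genes at 0.5 mGy/h and 530 at 5 mGy/h, where 1 and 1 were found here, and none of the alternatives set before the data were examined closed either gap. The paper reports 156 genes shared by 0.5 and 5 mGy/h, where 0 were found here (129 at an unadjusted p under 0.05), and none of those alternatives closed the gap. The paper shows about 2 genes shared with 0.05 mGy/h in Figure 1a, read by eye, where 0 were found here (63 at an unadjusted p under 0.05). With the 9 controls pooled there were 3, and the other alternatives set before the data were examined did not come within 1.5 times.

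The paper reports 8 neurohormone and neurotransmitter genes at 0.5 mGy/h, where 0 were found here (6 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed the gap. At 5 mGy/h the paper reports 32, where 0 were found here (25 at an unadjusted p under 0.05). Without 5 mGy/h replicate 1 there were 46, within 1.5 times of 32, and the other alternatives set before the data were examined did not close the gap. In Table S4 the 8 and 32 are entries with an adjusted p under 0.05, for 6 and 25 genes. The counts here are of genes that also changed by at least 1.5-fold. In the table, grin3a at 0.5 mGy/h (log2 fold change 0.46) and shank2a at 5 mGy/h (-0.43) are under that fold change. Against 6 and 25, none of the alternatives set before the data were examined is within 1.5 times, and 46 is not.

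Fits chosen after seeing the values came within 1.5 times of several of these counts. DESeq2 on 18 libraries with a batch term returned 27, 200 and 530 genes at 0.05, 0.5 and 5 mGy/h, 156 shared by 0.5 and 5 mGy/h and 2 shared with 0.05 mGy/h, and in 5 groups it returned 26 in place of 27. Within the batch it returned 35 and 184 genes at 0.05 and 0.5 mGy/h and 152 shared. The unstranded counts of the 18 libraries, also chosen after seeing the values, gave 33, 185 and 494 genes and 146 shared. DESeq2 on 21 libraries in 5 groups, chosen after seeing the values, returned 28 genes at 0.05 mGy/h. With 2 labels exchanged, chosen after seeing the values, there were 31 and 286 genes at 0.05 and 0.5 mGy/h in 21 libraries and 31 and 681 at 0.05 and 5 mGy/h in 20 libraries. Of the neurohormone and neurotransmitter genes, the 18-library fits with DESeq2, chosen after seeing the values, returned 6 at 0.5 mGy/h within the batch and from unstranded counts, 5 with a batch term or in 5 groups, which is within 1.5 times of the 6 genes but not of 8, and 23 at 5 mGy/h with a batch term or in 5 groups and 22 from unstranded counts.

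The paper's Table S4 gives log2 fold changes at 0.5 mGy/h of 2.58 for tph1a, 4.39 for tph2, 0.94 for oxt and 1.82 for avp, and the values with all libraries were 0.46, 0.098, -0.72 and -0.28. The paper lists log2 fold changes at 0.5 mGy/h of 1.98 for cyp11c1, 1.25 for asip2b, 0.87 for slc6a2 and 5.75 for syt5a, and the values with all libraries were 0.49, -0.14, 0.11 and -0.071. The paper's table has a log2 fold change at 0.5 mGy/h of 1.95 for aanat2, and the value with all libraries was 0.086. The paper's Table S4 gives log2 fold changes at 5 mGy/h of 3.18 for tph1a, 5.14 for tph2, 2.30 for oxt and 2.12 for avp, and the values with all libraries were 1.56, 1.43, 0.62 and 0.23. The paper lists log2 fold changes at 5 mGy/h of 3.12 for cyp11c1, 1.69 for asip2b, 6.30 for syt5a and 3.20 for aanat2, and the values with all libraries were 2.03, 0.65, 1.07 and 1.79. For these genes, leaving out control batch 1 replicate 1 was the alternative set before the data were examined under which the value had the paper's sign and lay within 1 standard error of the paper's value, and none of the others did. For nr4a1 at 0.5 mGy/h, the paper's value is 0.62 and the value here 0.43. Among the alternatives set before the data were examined, this held with all 21 libraries in a single edgeR fit, with DESeq2 on 21 libraries with a batch term, without control batch 1 replicate 1, without 0.5 mGy/h replicate 1 and without 0.5 mGy/h replicate 3, and under none of the others. For slc18a2 at 0.5 mGy/h, the paper's value is 0.095 and the value here -0.033. Among the alternatives set before the data were examined, this held without control batch 1 replicate 1 and without 0.5 mGy/h replicate 3, and under none of the others. For slc6a2 at 5 mGy/h, the paper's value is 1.07 and the value here 0.53. Among the alternatives set before the data were examined, this held without control batch 1 replicate 1 and without 5 mGy/h replicate 1, and under none of the others. For asmt at 0.5 mGy/h, the paper's value is 5.46 and the value here -0.40. Among the alternatives set before the data were examined, this held with replicate number as a block and without control batch 1 replicate 1, and under none of the others. For asmt at 5 mGy/h, the paper's value is 6.34 and the value here 1.08. Among the alternatives set before the data were examined, this held with replicate number as a block and without control batch 1 replicate 1, and under none of the others.

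For crx at 0.5 mGy/h, the paper's value is about 8.4 in Figure 6c, read by eye, and the value here was 0.40. For crx at 5 mGy/h, the paper's value is about 7.4 in Figure 6c, read by eye, and the value here was -0.038. For ddc at 0.5 mGy/h, the paper's value is about 1.5 in Figure 6c, read by eye, and the value here was -0.089. For ddc at 5 mGy/h, the paper's value is about 1.7 in Figure 6c, read by eye, and the value here was 0.46. For slc1a8b at 0.5 mGy/h, the paper's value is about 2.3 in Figure 6c, read by eye, and the value here was -0.91. For slc1a8b at 5 mGy/h, the paper's value is about 3.5 in Figure 6c, read by eye, and the value here was 0.83. For these genes too, the value lay within 1 standard error of the paper's, with its sign, without control batch 1 replicate 1 and with none of the other alternatives set before the data were examined. For crx, the remaining controls of batch 1 held at most 2 counts, under the floor of 3. Its log2 fold changes without that library are therefore not point values, and only their sign can be compared. DESeq2 on 18 libraries in 5 groups, chosen after seeing the values, returned the log2 fold changes of Table S4 to within 0.000206 for each gene. The other fits on the stranded counts of the 18 libraries, also chosen after seeing the values, had a largest difference over the 3 dose rates of 0.391 with a batch term, 0.14 within the batch and 0.139 with edgeR. From unstranded counts it was 3.52. With DESeq2 in 5 groups on the stranded counts of the 18 libraries, chosen after seeing the values, the log2 fold changes of crx were 8.42 and 7.36 at 0.5 and 5 mGy/h. The same floor limits these values.

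In megareads, the paper gives 72 as the fewest of a library, where 34.5 were accounted for here. No alternative applies to this value.

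The paper states that the number of changed genes rises with the dose rate, and with all libraries 1 gene was found at each. Without 5 mGy/h replicate 1 there were 1375 at 5 mGy/h. The paper lists visual perception, receptor signaling and serotonin genes as changed at 0.5 and 5 mGy/h, and 0 of them passed here (0 at an unadjusted p under 0.05). It lists heat shock genes at 0.05 mGy/h, and 0 passed here (2 at an unadjusted p under 0.05). Of these, 1 passed with DESeq2 within the batch and 1 with DESeq2 on 21 libraries and a batch term. There were 2 without control batch 2 replicate 6, 2 with the 9 controls pooled and 2 in the 18 libraries, chosen after seeing the values. Of the fits in which the visual perception genes were counted, those on the 18 libraries, chosen after seeing the values, returned from 0 to 21 at 0.5 mGy/h and from 10 to 25 at 5 mGy/h, and the others returned 0. The paper describes crx as higher at 5 mGy/h, and its log2 fold change here was -0.038. It describes asip2b, avp and oxt as higher in irradiated fish, and their log2 fold changes here were -0.14, -0.28 and -0.72 at 0.5 mGy/h, and 0.65, 0.23 and 0.62, with the paper's sign, at 5 mGy/h, the dose rate it names for avp and oxt. It describes axon guidance and receptor signaling genes as higher, and the lowest log2 fold changes here were -0.31 and -1.07 at 0.5 mGy/h, and 0.45 and 0.71 at 5 mGy/h, where all were positive. Figure 6c shows slc1a2a as higher. The files hold 2 IDs named slc1a2, with log2 fold changes here of 0.37 and -0.052 at 0.5 mGy/h and 1.48 and -0.17 at 5 mGy/h.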

Other observations

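The tests on Table S4 and on the genes called without 5 mGy/h replicate 1 were chosen only after the result was seen. Those on preoptic tissue and on immediate-early genes were chosen beforehand, apart from their values on the 18 libraries.

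The fold changes of Table S4 differ from those over all libraries. Leaving 3 libraries out of the fit behind Table S4 is a candidate explanation. With DESeq2 in 5 groups and without control batch 1 replicate 1, 0.5 mGy/h replicate 1 and control batch 2 replicate 6, the root mean square difference at 5 mGy/h was 2.6e-05 over 448 genes. These libraries were picked by their distance to Table S4, so it is built in that no other set in the search came as close. The search scored simple ratios of normalized counts, on which the best set left 0.188 at 5 mGy/h. Several exploratory DESeq2 fits followed it. The paper's numbers of genes were not part of the score, and the fit in 5 groups returned its 200 and 530 genes at 0.5 and 5 mGy/h. At 0.05 mGy/h that fit returned 26 genes, where the paper reports 27. The labels of the first 2 of these libraries exchanged, in 20 libraries, left a difference of 0.37, and unstranded counts in the 18 libraries left 0.42, so that neither accounts for the table. Why the libraries might have been left out is not said in the paper's text and was not tested.

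The expression of oxt and avp was higher at 5 mGy/h in the 18 libraries. More preoptic and hypothalamic tissue in the dissected samples may be a reason. The other markers of that tissue were higher in 4 of 4 cases at 5 mGy/h with all libraries, with a median log2 fold change of 0.21, and 0 of them reached an unadjusted p under 0.05. On the 18 libraries, DESeq2 gave a median of 0.155, again with 4 of 4 higher and 0 at an unadjusted p under 0.05. In that fit oxt and avp moved by 2.30 and 2.12, more than the other markers, but it leaves out the batch 1 control with the most oxt and avp. With all libraries they moved by 0.62 and 0.23, so that avp moved about as much as the other markers. The values therefore do not decide whether this tissue is the whole reason. By direction alone, a part played by it cannot be told apart from a change in the cells.

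The expression of nr4a1 was higher at 5 mGy/h in 3 of 3 libraries. A general immediate-early response around the time of dissection may be a reason. Of 10 other immediate-early genes, 8 were higher at 5 mGy/h, 6 of them at an unadjusted p under 0.05, with a median log2 fold change of 0.655. In the 18-library fit of DESeq2, 9 of 10 were higher, with a median of 0.518 and 0 at an unadjusted p under 0.05. The mean log2 CPM of the set was 5.15 ± 0.21 at 5 mGy/h and 4.51 ± 0.385 in controls (SD, n = 3 each). The exact permutation test (two-sided) gave p = 0.2, BH-adjusted 0.828. The groups overlapped, with 4.91 in 5 mGy/h replicate 1 and 4.92 in control batch 1 replicate 3. The direction goes with such a response without settling it, and whether irradiation or handling set it off was not tested.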
